# Loss of muscleblind splicing factor shortens *Caenorhabditis elegans* lifespan by reducing the activity of p38 MAPK/PMK-1 and transcription factors ATF-7 and Nrf/SKN-1

**DOI:** 10.1093/genetics/iyab114

**Published:** 2021-07-22

**Authors:** Olli Matilainen, Ana R S Ribeiro, Jens Verbeeren, Murat Cetinbas, Heini Sood, Ruslan I Sadreyev, Susana M D A Garcia

**Keywords:** Muscleblind splicing factor, *C. elegans*, lifespan, p38 MAPK, PMK-1, ATF-1, SKN-1, mitochondrial stress

## Abstract

Muscleblind-like splicing regulators (MBNLs) are RNA-binding factors that have an important role in developmental processes. Dysfunction of these factors is a key contributor of different neuromuscular degenerative disorders, including Myotonic Dystrophy type 1 (DM1). Since DM1 is a multisystemic disease characterized by symptoms resembling accelerated aging, we asked which cellular processes do MBNLs regulate that make them necessary for normal lifespan. By utilizing the model organism *Caenorhabditis elegans*, we found that loss of MBL-1 (the sole ortholog of mammalian MBNLs), which is known to be required for normal lifespan, shortens lifespan by decreasing the activity of p38 MAPK/PMK-1 as well as the function of transcription factors ATF-7 and SKN-1. Furthermore, we show that mitochondrial stress caused by the knockdown of mitochondrial electron transport chain components promotes the longevity of *mbl-1* mutants in a partially PMK-1-dependent manner. Together, the data establish a mechanism of how DM1-associated loss of muscleblind affects lifespan. Furthermore, this study suggests that mitochondrial stress could alleviate symptoms caused by the dysfunction of muscleblind splicing factor, creating a potential approach to investigate for therapy.

## Introduction

The human Muscleblind-like (MBNL) protein family consists of MBNL1, MBNL2, and MBNL3. As they regulate alternative splicing programs, polyadenylation, mRNA turnover, and localization (Pascual *et al.* 2006; Masuda *et al.* 2012; Wang *et al.* 2012; Batra *et al.* 2014; Xu *et al.* 2021), dysfunction of MBNLs has been found to be implicated in many degenerative diseases such as Huntington's disease‐like 2, spinocerebellar ataxia type 8, and polyglutamine disorders (Fernandez-Costa *et al.* 2011). However, MBNL dysfunction is best known for its role in myotonic dystrophies.

Myotonic dystrophy type 1 (DM1) and type 2 (DM2) are multisystemic diseases caused by 50-4000 CUG trinucleotide repeat expansions in the 3′ untranslated region (UTR) of the myotonic dystrophy protein kinase (*DMPK*) gene and 55–11,000 CCUG repeats in the first intron of the cellular nucleic acid-binding protein (*CNBP*) gene, respectively. DM1 is the most prevalent muscular dystrophy in adults, and its clinical features are more severe compared to DM2 (Meola and Cardani 2015). At the molecular level, repeat-containing RNAs form imperfect double-stranded structures that sequester, and thereby disrupt the function of MBNLs and several other RNA-binding factors (Miller *et al.* 2000; Fardaei *et al.* 2001), which leads to splicing defects (Ranum and Cooper 2006). Importantly, *Mbnl1* and *Mbnl2* knockout mice develop RNA splicing abnormalities that are characteristic of DM1 (Kanadia *et al.* 2003; Charizanis *et al.* 2012; Suenaga *et al.* 2012), demonstrating that the loss of MBNL splicing factors is a central contributor of DM1 pathogenesis. Since DM1 manifests with phenotypes commonly associated with aging (e.g. cataracts, muscular weakness, atrophy, insulin resistance, and metabolic dysfunction), it has also been considered as a disorder of accelerated aging (Mateos-Aierdi *et al.* 2015). Thus, the function of MBNL splicing factors may play an important regulatory role in aging.

MBNLs are well-conserved factors across animals. In *Caenorhabditis elegans*, MBL-1, the sole ortholog of mammalian MBNL proteins binds CUG and CCUG repeats (Sasagawa *et al.* 2009; Garcia *et al.* 2014) and is required for normal mRNA splicing (Norris *et al.* 2017; Thompson *et al.* 2019). MBL-1 appears to be required for normal muscle structure and function as well as for the proper formation of neuromuscular junction synapses and dendrite morphogenesis (Wang *et al.* 2008; Spilker *et al.* 2012; Antonacci *et al.* 2015), indicating that the loss of MBL-1 recapitulates DM1 patient phenotypes in *C. elegans*. Notably, it has been shown that the loss of MBL-1 shortens *C. elegans* lifespan (Wang *et al.* 2008; Sasagawa *et al.* 2009), but the mechanism behind this phenotype is not known.

Here we used *C. elegans* to elucidate the mechanism of how the loss of MBL-1 shortens lifespan. We found that MBL-1-deficient animals have reduced activity of the conserved p38 mitogen-activated protein kinase (MAPK) (PMK-1 in *C. elegans*) and its downstream transcription factors ATF-7 and SKN-1, which results in shortened lifespan. Furthermore, we demonstrate that mitochondrial stress activates a prolongevity response in *mbl-1* mutants which is partially p38 MAPK/PMK-1-dependent. These findings establish PMK-1, ATF-7, and SKN-1 as mechanistic links between the developmentally regulated muscleblind splicing factor and lifespan, and establish mitochondria as potential therapeutic targets to treat aging-associated symptoms of DM1.

## Materials and methods

### *Caenorhabditis elegans* strains and maintenance

For all experiments, *C. elegans* were maintained at 20°C on NGM plates (peptone, P4963, Merck; agar, A4550, Merck; NaCl, 746398, Merck). The N2 (Bristol) strain was used as the wild type. N2, *tir-1(qd4)* (ZD101), *nsy-1(ag3)* (AU3), *sek-1(km4)* (KU4), *pmk-1(km25)* (KU25), and *gst-4p::gfp* (CL2166) were obtained from the Caenorhabditis Genetics Center (CGC). *mbl-1(tm1563)* strain was received from National BioResource Project (NBRP), and outcrossed five times with N2. *mbl-1(tm1563)*; *gst-4p::gfp* (GAR132) and *pmk-1(km25)*; *mbl-1(tm1563)* (GAR139) crosses as well as extrachromosomal *mbl-1* overexpressing animals (GAR152: (*iceEx51*[*mbl-1p(1):: mbl-1-isoA::mCherry*] [*mbl-1p(2)::mbl-1-isoA::mCherry*] [*mbl-1p(1):: mbl-1- isoB::mCherry*] [*mbl-1p(2)::mbl-1-isoB::mCherry*] [*mbl-1p(1)::mbl-1-isoC::mCherry*] [*mbl-1p(2)::mbl-1-isoC::mCherry*])) were created within this study.

### *Pseudomonas aeruginosa* assay

3.5-cm NG plates were seeded with 40 µL of overnight grown *Pseudomonas aeruginosa* (PA14) suspension and incubated at 37°C for 24 h (Tan *et al.* 1999). Twenty microliters of SDS 2% was added to the edges of the plate to prevent the escape of the animals. *Caenorhabditis* *elegans* were transferred to PA14 plates at L4 stage and incubated at 25°C. Animals were scored daily for survival based on their ability to respond to touch. Animals dehydrated on the wall of the plate were censored from the analysis. For Western blot upon PA14 treatment, animals were transferred to PA14 plates at L4 stage and collected 24 h later as day 1 adults.

### RNA interference

EV refers to “Empty Vector,” which was used as a control in RNA interference (RNAi) experiments. *tir-1*, *pmk-1*, *atf-7*, *skn-1*, and *cco-1* RNAi clones were taken from either Ahringer or Vidal RNAi library. *daf-16* (#34833) and *daf-2* RNAi (#34834) clones were obtained from Addgene. *mbl-1* RNAi was cloned from *C. elegans* cDNA by using 5′-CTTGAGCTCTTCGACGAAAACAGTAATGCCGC-3′ and 5′-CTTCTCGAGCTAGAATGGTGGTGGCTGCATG-3′ primers. RNAi was performed using the feeding protocol as described earlier (Timmons *et al.* 2001). Lifespan experiments were initiated by letting gravid hermaphrodites (P0 generation) to lay eggs on RNAi/NGM plates, and P1 generation was scored for lifespan. In some lifespan experiments, animals were bleached and let to hatch overnight in M9 before plating P1 generation as L1 larvae to experimental plates. These two alternative ways to initiate lifespan did not affect the conclusions made from the experiments. For qRT-PCR and Western blot animals were bleached and let to hatch overnight in M9 before plating L1 larvae for experimental plates.

### Generation of *mbl-1* overexpression strains

GAR152 was generated by microinjection of six different transgenic constructs at 15 ng/μl concentration each. These transgenes were expressed as extrachromosomal arrays and express three different isoforms (*K02H8.1a*; isoform A, *K02H8.1b*; isoform B, and *K02H8.1c*, isoform C) fused to mCherry, under two different endogenous promoters; *mbl-1p(1)* and *mbl-1p(2)*. Constructs were made through modification of a plasmid expressing *mbl-1* isoform A fused to mCherry under the *unc-54* promoter (Garcia *et al.* 2014). PCR-amplified fragments from wild-type *C. elegans* genome, representing two endogenous *mbl-1* promoter regions, replaced the *unc-54* promoter. For promoter 1, *mbl-1p(1)*, primers 5′-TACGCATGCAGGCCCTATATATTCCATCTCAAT-3′, containing a *Sph*I site, and 5′-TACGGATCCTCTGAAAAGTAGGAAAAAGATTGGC, containing a *Bam*HI site were used. For promoter two, *mbl-1p(2)*, primers 5′‐AACTGCAGGTGCAATGGGCTACTGATCTCC‐3′ and 5′‐CGGGATCCCATTCCGTCACTTGCAAAGAAC‐3′ were used, containing *Pst*I and *Bam*HI sites, respectively. Plasmids expressing isoforms B and C were derived from these constructs through PCR using forward primers 5′‐CAGCTACAAACTGCCGC CT‐3′ (isoform B) and 5′-GGAGCTGTACCAATGAAGCGAC‐3′ (isoform C), and reverse primer 5′‐CTGATTCACTGCCGCTGCTGTATAAG‐3′.

### Western blot

Animals were collected at indicated age and frozen in liquid nitrogen. Animals were lysed in protease inhibitor cocktail (Abcam, #ab65621) and 3× phosphatase inhibitor (Thermo Scientific, #78420)-supplemented RIPA buffer (bioWORLD) with a micropestle in 1.5-ml Eppendorf tubes. Lysates were resolved on 4–15% precast polyacrylamide gels (Bio-Rad). Phospho-p38 MAPK (used with 1:1000 dilution) was purchased from Cell Signaling Technology (#4511S) and α-tubulin antibody (used with 1:5000 dilution) from Merck (T5168). Secondary antibodies Goat Anti-Rabbit IgG H&L (HRP) (ab97051) and Goat Anti-Mouse IgG H&L (HRP) (ab97023) (used with 1:10,000 dilution) were purchased from Abcam. SuperSignal™ West Pico PLUS Chemiluminescent Substrate (#34577, Thermo Fisher Scientific) was used for protein detection. Western blots were quantified by using Fiji (see Supplementary Table S6 for Western blot quantifications).

### RNA sequencing

N2 and *mbl-1(tm1563)* strains were synchronized by bleaching and plated as L1 larvae on RNAi plates seeded with HT115 bacteria carrying EV ( control vector for RNAi). To prevent the hatching of the progeny, animals were transferred to plates containing 10 μM of 5-fluorouracil (Sigma) at the L4 stage. Animals were collected on day 2 of adulthood (three biological replicates for both strains) and frozen in liquid nitrogen. Total RNA was extracted with TRIzol Reagent (Ambion) and assessed for degradation using Agilent 2100 Bioanalyzer. Illumina Truseq stranded polyA-mRNA library was prepared and sequenced for 86 cycles at the DNA Sequencing and Genomics Laboratory (Institute of Biotechnology, University of Helsinki). The six samples were multiplexed and sequenced on one lane of Illumina NextSeq 500, yielding circa 18–20 million reads per sample. Sequencing reads were mapped to the *C.* *elegans* reference transcriptome (WBcel235 assembly) using STAR (Dobin *et al.* 2013). Read counts over transcripts were calculated using HTSeq (Anders *et al.* 2015). For differential expression analysis, we used the edgeR method (Robinson *et al.* 2010) and classified genes as differentially expressed based on the cutoffs of twofold change in expression value and false discovery rates (FDR) below 0.05. For differential splicing analysis, we used the diffSpliceDGE function in the edgeR package. Splicing isoforms were detected by applying Simes-statistical method within diffSpliceDGE function with an FDR cutoff of 0.05.

### Lifespan analysis

*Caenorhabditis* *elegans* lifespan experiments were done at 20°C. At the L4 larval stage, animals were transferred to plates containing 10 µM of 5-Fluorouracil (Sigma) to prevent progeny production. Animals that had exploded vulva or that crawled off the plate were censored. Animals were counted as dead if there was no movement after poking with a platinum wire. Lifespans were checked every 1–3 days. For lifespan data, mean lifespan ± standard error (SE) is reported (see Supplementary Tables S1 and S2).

### Quantitative RT-PCR

Animals were collected at indicated age and frozen in liquid nitrogen. TRIzol Reagent (Ambion) was used to extract RNA. cDNA synthesis was done with QuantiTect Reverse Transcription Kit (Qiagen) and quantitative RT-PCR (qRT-PCR) reactions were run with the SYBR Green reagent (Roche) using Lightcycler 480 (Roche). qRT-PCR data were normalized to the expression of *cdc-42* and *pmp-3*. qRT-PCR oligos used in this study are provided in Supplementary Table S9. qRT-PCR experiments were performed with three biological replicates (see Supplementary Table S8 for raw qRT-PCR data) and repeated at least twice with similar results. Statistical significances were analyzed by using Student’s *t*-test or two-way ANOVA.

### Agarose gel-based splicing assay

Animals were collected at indicated age and frozen in liquid nitrogen. TRIzol Reagent (Ambion) was used to extract RNA. cDNA synthesis was done with QuantiTect Reverse Transcription Kit (Qiagen). Splicing of *unc-43* and *unc-104* mRNAs was analyzed by running PCR products in agarose gels. Oligos used for PCR are provided in Supplementary Table S10. Splicing assays were performed with three biological replicates. Agarose gels were quantified by using Fiji. Statistical significances were analyzed by using two-way ANOVA.

### Fluorescent imaging and oxidative stress assay

*gst-4p::GFP* reporter strains (wild-type and *mbl-1(tm1563)* background) were grown on EV RNAi plates and imaged as day 1 adults with a standard stereomicroscope with fluorescent light source (Zeiss). For induction of oxidative stress, 5% H_2_O_2_ (in H_2_O, H_2_O used as a control) was pipetted to EV plates containing 1-day adult *gst-4p::gfp* reporter animals. Worms were washed after 20 min, and let to recover on EV plates for 5 h before imaging. GFP fluorescence was quantified by using Fiji (see Supplementary Table S8 for GFP quantifications).

### Statistical analysis

Statistical analyses for qRT-PCR data were carried out in GraphPad Prism or Excel, and the data represent the mean of three biological replicates ± SD. Statistical analyses for Western blot data, splicing assays (agarose gels), and GFP fluorescence were carried out in GraphPad Prism. Statistical details can be found in the figures and figure legends. Statistical analyses for lifespan experiments were carried out in R by using the Cox proportional hazard regression. Statistical details for the lifespan data can be found in Supplementary Tables S1 and S2. Supplementary Table S1 shows calculations from combined independent lifespan experiments (from Supplementary Table S2).

### Data availability

Strains and plasmids are available upon request. The Gene Expression Omnibus (GEO) accession number for the RNA-seq data originating from this study is GSE146801.

Supplementary material is available at *GENETICS* online.

## Results

### Loss of MBL-1 leads to shortened lifespan and reduced expression of p38 MAPK/PMK-1-regulated genes

To examine how the loss of MBL-1 affects *C. elegans* lifespan, we utilized a strain carrying the *mbl-1(tm1563)* allele (513-bp deletion) that eliminates an exon shared among all *mbl-1* isoforms and creates a putative null allele. This deletion has been shown to shorten lifespan (Sasagawa *et al.* 2009). We repeated this experiment, performing lifespan assays on two *Escherichia* *coli* strains, HT115 and OP50, which are both widely used in *C. elegans* experiments. We found that *mbl-1(tm1563)* mutant animals have significantly shorter lifespan on both bacterial strains compared to wild-type *C. elegans* (N2) (Figure 1A and Supplementary Tables S1 and S2). Interestingly, loss of MBL-1 has a more drastic decrease in lifespan on HT115 compared to OP50. One potential explanation is that the microbiome could modulate lifespan partly through MBL-1. As many experiments in this study take advantage of RNAi, all following experiments (with the exception of the *P.* *aeruginosa* resistance assay) were performed using HT115 bacteria. After confirming the earlier finding that *mbl-1(tm1563)* mutants have shortened lifespan (Sasagawa *et al.* 2009) (Figure 1A and Supplementary Tables S1 and S2), we asked whether knockdown of *mbl-1* produces a similar phenotype. It has been shown previously that *mbl-1* RNAi shortens lifespan (Wang *et al.* 2008). Likewise, we also found that *mbl-1* RNAi shortens N2 lifespan compared to treatment with EV (control RNAi) (Figure 1B and Supplementary Tables S1 and S2), thus further demonstrating that disruptions to MBL-1 function affect lifespan. Interestingly, simultaneous overexpression of three mCherry-tagged *mbl-1* isoforms (Supplementary Figure S1, A and B) under endogenous *mbl-1* promoters also shortens lifespan compared to N2 (Figure 1C and Supplementary Tables S1 and S2), indicating that an optimal level of this developmentally regulated splicing factor is required for normal lifespan. Next, we asked whether MBL-1 activity decreases with aging. For this purpose, we examined the *unc-43* and *unc-104* genes, known targets of MBL-1-mediated splicing (Norris *et al.* 2017), for age-related changes in their alternative splicing patterns (Supplementary Figure S2A). PCR analysis revealed that MBL-1 is required for exon exclusion events in both *unc-43* and *unc-104* (Supplementary Fig S2, B–E and Table S3). Day 4 adult N2 animals show enrichment of longer *unc-43* isoform, which is observed as early as L4 larval stage with *mbl-1(tm1563)* mutants (Supplementary Figure S2, B and C and Table S3), whereas *unc-104* splicing shows a similar enrichment already in day 2 adult N2 (Supplementary Figure S2, D and E and Table S3). These data suggest that MBL-1 activity decreases upon aging.

**Figure 1:**
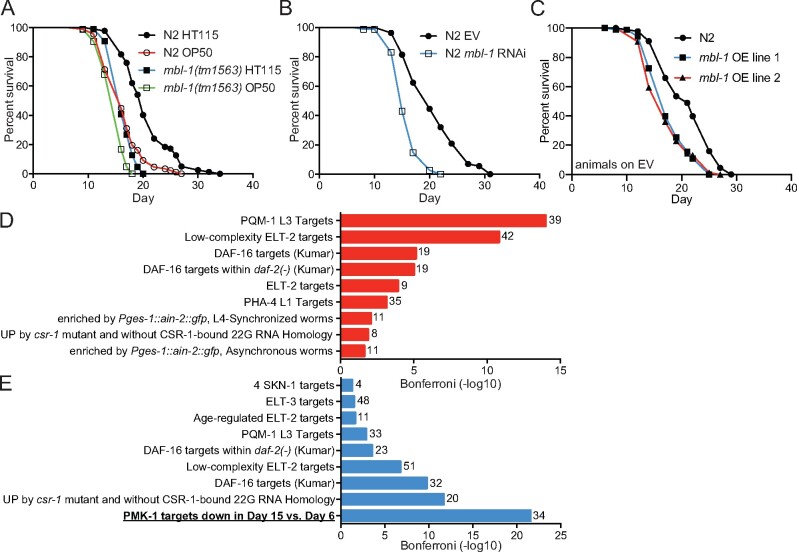
The loss of MBL-1 shortens lifespan and reduces the expression of p38 MAPK/PMK-1 target genes. (A) *mbl-1(tm1563)* mutants have shortened lifespan compared to wild type (N2) on both HT115 (*P* < 0.01) and OP50 (*P* < 0.01) *E. coli*. (B) *mbl-1* RNAi shortens lifespan compared to EV-treated N2 (*P* < 0.01). (C) Strains expressing extrachromosomal mCherry-tagged MBL-1 have short lifespan compared to N2 (*P* < 0.01). See Supplementary Tables S1 and S2 for lifespan statistics. (D) The most significant terms from WormExp output for upregulated genes (135) in day 2 adult *mbl-1(tm1563)* mutants compared to N2. (E) The most significant terms from WormExp output for downregulated genes (235) in day 2 adult *mbl-1(tm1563)* mutants compared to N2. In (D) and (E) numbers next to bars represent number of genes associated with the particular WormExp term. See Supplementary Tables S4 and S5 for differentially expressed genes between N2 and *mbl-1(tm1563)* mutants and WormExp statistics, respectively.

Since the reduced activity of MBNLs is a hallmark of DM1, we focused on the mechanism by which the loss of MBL-1 shortens lifespan. As an initial step, we performed RNA-seq of day 2 adult (day 5 from hatch) N2 and *mbl-1(tm1563)* mutants. 

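Poly(A) RNA was sequenced from 3 biological replicates of the wild-type strain N2 and 3 of *mbl-1(tm1563)* mutants, whose *mbl-1* gene carries a deletion of 513 bp. The animals were day 2 adults, and hatching of progeny was prevented with 10 µM 5-fluorouracil. They were fed HT115 bacteria carrying the empty RNAi vector, and the 6 libraries shared one sequencing lane. The authors aligned the reads with STAR to the reference transcriptome of the WBcel235 assembly and counted them on genes with HTSeq without regard to strand. The deposited values are raw counts of each of 46726 genes in each library, without normalization or a filter on low counts. Reads that aligned to several places or overlapped several genes are not in the gene counts, so genes with near-identical copies are undercounted. The counts on genes came to 19253864, 20750318 and 17574738 in N2 replicates 1, 2 and 3, and to 17722502, 18125452 and 17883024 in *mbl-1(tm1563)* replicates 1, 2 and 3. The paper gives circa 18 to 20 M reads per sample, and the values here use the counts on genes. Low-count genes were left out with edgeR's filterByExpr, which kept 12335 genes, and libraries were scaled by the TMM method. A gene was called differentially expressed at an adjusted p under 0.05 and a change of at least 2-fold, the limits the paper used. The filter, the scaling and the test could each change the numbers. The mutated gene itself, *mbl-1* (WBGene00019347), lies on chromosome X from 16978608 to 17010302. It had 233, 245 and 228 counts in the N2 libraries and 70, 138 and 106 in the mutant libraries. After scaling, this was 12.7 ± 0.720 CPM (counts relative to the TMM-scaled library total, SD, n = 3) in N2 and 5.75 ± 2.11 (SD, n = 3) in the mutants. The log2 fold change was -1.14 (standard error 0.23, adjusted p = 0.0342 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All mutant libraries lay below all N2 libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change of *mbl-1* lay between -1.39 and -0.89, and the gene was called in 1 of the 6 fits. A correction for gene length, chosen after seeing the data, gave a log2 fold change of -0.998, short of 2-fold. According to the paper, the deletion removes an exon that all *mbl-1* isoforms share. Mutants cannot give reads from deleted sequence, and the counts, over 3270 bases of exons, do not separate it. Part of the fall may therefore be lost sequence and not less mRNA, and its share was not measured.

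**Figure D1:**
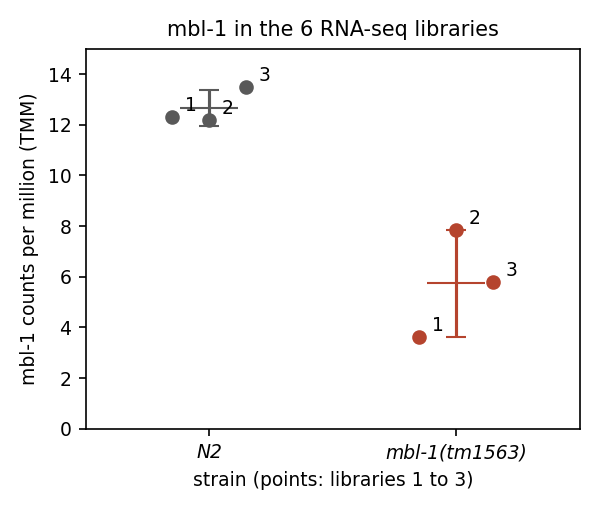
TMM-scaled CPM of *mbl-1* (y axis) in the libraries of each strain (x axis). Points are libraries with their replicate numbers, and bars show the mean ± SD of 3 libraries. The N2 libraries sit between 12.2 and 13.5, and the mutant libraries between 3.62 and 7.84.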

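Among the 12335 genes tested, 86 were higher and 141 were lower in *mbl-1(tm1563)* mutants than in N2. The median log2 fold change was 1.46 among the higher genes and -1.34 among the lower genes. In each of these genes the 3 mutant libraries lay on one side of the 3 N2 libraries, as they did in 4016 (32.6%) of all tested genes, where chance gives 10%. *Y68A4A.13* (WBGene00044212, chromosome V from 17207208 to 17208145) rose from 0.358 ± 0.0108 to 8.19 ± 1.37 CPM (SD, n = 3 per strain), a log2 fold change of 4.50 (standard error 0.24, adjusted p = 0.000293 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The neighbouring genes *spp-9* and *spp-21* had at most 2 counts in any N2 library and were at least 11.2-fold higher in the mutants, and *delm-2* was at least 7.28-fold higher. *cpt-4* had a log2 fold change of 2.89 (standard error 0.28). At the other end, *pud-3* (WBGene00017501, chromosome V from 2324634 to 2325152) fell from 78.5 ± 10.4 to 9.91 ± 1.07 CPM, a log2 fold change of -2.98 (standard error 0.13, adjusted p = 0.000293 from the same test with the same adjustment). *C07G1.7* was at least 6.47-fold lower, since no mutant library held more than 2 of its counts. *ugt-66*, *dhs-26* and *T22B7.7* had log2 fold changes of -3.13, -3.08 and -2.98, and the exons of *dhs-26* overlap those of *ZK816.1* by 54 bases. The libraries of the strains carry the same replicate numbers. Deviations from the strain mean correlated across genes by 0.0829 on average between same-numbered libraries, or by 0.105 on the scale of log2(CPM + 1), and by -0.0409 or -0.0507 between differently numbered ones. With the replicate number as a block, 63 genes were higher and 107 lower, and 163 of the 227 genes called without it were called again; *mbl-1* then had a log2 fold change of -1.17 and an adjusted p of 0.0543 from the same test (0.000149 to 1 over all alternatives tried). Leaving out the limit on the fold change moved the counts most by number, to 221 higher and 453 lower genes, and a test against a 2-fold change in place of a limit on the estimate left 10 higher and 10 lower genes.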

Our analysis revealed that 135 genes are up- and 235 downregulated (at least 2-fold change in expression, FDR < 0.05) in *mbl-1(tm1563)* mutants compared to N2 (Supplementary Table S4). In order to identify aging-associated signaling pathways linking the loss of MBL-1 with shortened lifespan, we utilized the WormExp database, which collates nearly all published *C. elegans* expression data sets from public databases (Yang *et al.* 2016). We found that genes differentially regulated in *mbl-1(tm1563)* mutants are modulated by factors such as PQM-1, ELT-2, DAF-16, and PMK-1 (Figure 1, D and E and Supplementary Table S5). 

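Of the 370 genes listed in Supplementary Table S4, 222 passed both limits in the listed direction, 33 were not among the genes tested, 114 had an adjusted p of 0.05 or more in the quasi-likelihood test, and 1 changed by less than 2-fold. The members that Supplementary Table S5 lists for each factor were followed in the same way. Of the PQM-1 targets, 19 of 33 listed as downregulated and 29 of 39 listed as upregulated were called. For the low-complexity ELT-2 targets the counts were 29 of 51 and 34 of 42, and for the DAF-16 targets 26 of 35 and 18 of 24. Between 1 and 3 members of a list were not tested in 6 of the 7 lists, and all tested members had the listed direction. Adjusted over the list alone, all tested members of each list passed, which shows no stability because the lists were drawn from the paper's calls on these libraries. The lists share members: 29 of the downregulated PQM-1 targets and 28 of the upregulated ones are also in the ELT-2 lists. *C30G12.2* (WBGene00016274, chromosome II from 7290426 to 7291719), in the downregulated PQM-1 and ELT-2 lists, fell from 47.7 ± 8.32 to 12.6 ± 1.04 CPM (SD, n = 3 per strain), with a log2 fold change of -1.92 (standard error 0.14, adjusted p = 0.00128 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *nid-1*, *mtl-2* and *R11F4.1* had log2 fold changes of -1.05, -1.15 and -1.41, and *nid-1* was short of 2-fold with library size alone (-0.97), without mutant replicate 1 (-0.98) and after a correction for gene length chosen after seeing the data (-0.76). *oac-14* (WBGene00008602, chromosome X from 10139372 to 10142013), in the upregulated lists of all 3 factors, rose from 3.54 ± 0.457 to 17.1 ± 0.917 CPM, with a log2 fold change of 2.27 (standard error 0.13, adjusted p = 0.000341 from the same test). *F53A9.8* and *spp-18* had log2 fold changes of 2.17 and 1.11. With the replicate number as a block, 18 of the 19 and 24 of the 29 PQM-1 targets were still called, 26 of the 29 and 23 of the 34 ELT-2 targets, and 23 of the 26 and 14 of the 18 DAF-16 targets. The mRNA of *pqm-1* itself had a log2 fold change of 0.22 (standard error 0.08) and that of *elt-2* one of -0.17 (standard error 0.10), with adjusted p of 0.153 and 0.353 from the same test.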

Interestingly, PMK-1, which encodes the conserved p38 MAPK (p38 MAPK), was the only factor associated exclusively with downregulated genes (Figure 1E and Supplementary Table S5). More specifically, PMK-1-regulated genes, whose expression is reduced in day 15 vs. day 6 old *C. elegans* (Youngman *et al.* 2011), are enriched among the downregulated genes in *mbl-1(tm1563)* mutants (Figure 1E and Supplementary Table S5). 

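Supplementary Table S5 lists 34 PMK-1-regulated genes of this set among the downregulated genes, and 33 of them were tested. All 33 were lower in *mbl-1(tm1563)* mutants, with log2 fold changes from -3.24 to -1.03 and a median of -1.24, and in 32 of them every mutant library lay below every N2 library. Over all genes tested, 23 passed both limits, and the other 10 tested genes had an adjusted p of 0.05 or more. Adjusted over the list alone, all 33 passed; the list was chosen from the paper's calls on the same libraries, so this count shows no stability. With the replicate number as a block 22 of the 23 were called, and 9 of the 23 were called in each of the 6 fits that left out one library. Scaling by library size alone, without TMM, left 15. The smallest p belonged to *grd-5* (WBGene00001694, chromosome V from 8619032 to 8619870), which fell from 33.1 ± 1.09 to 10.7 ± 0.325 CPM (SD, n = 3 per strain), a log2 fold change of -1.64 (standard error 0.08, adjusted p = 0.000293 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *col-160* (WBGene00000733, chromosome V from 13200982 to 13202189) fell from 157 ± 13.4 to 56.1 ± 3.52 CPM, a log2 fold change of -1.49 (standard error 0.09, adjusted p = 0.000424 from the same test); its exons overlap those of *col-159* by 21 bases. *F46F2.3* (WBGene00009787, chromosome X from 15259579 to 15260287) fell from 65.2 ± 6.06 to 25.1 ± 1.19 CPM, a log2 fold change of -1.38 (standard error 0.09). *T25C12.3*, *amt-1*, *grd-3* and *gst-10* were called with log2 fold changes of -2.29, -2.01, -1.27 and -1.08, and the exons of *amt-1* overlap those of *C05E11.15* by 156 bases. The list shares 11 members with the downregulated ELT-2 targets, 8 with the PQM-1 targets and 6 with the DAF-16 targets. From the enrichment of these genes among the downregulated genes, the paper directs its attention to the link between p38 MAPK/PMK-1 and MBL-1 in the control of lifespan.

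**Figure D2:**
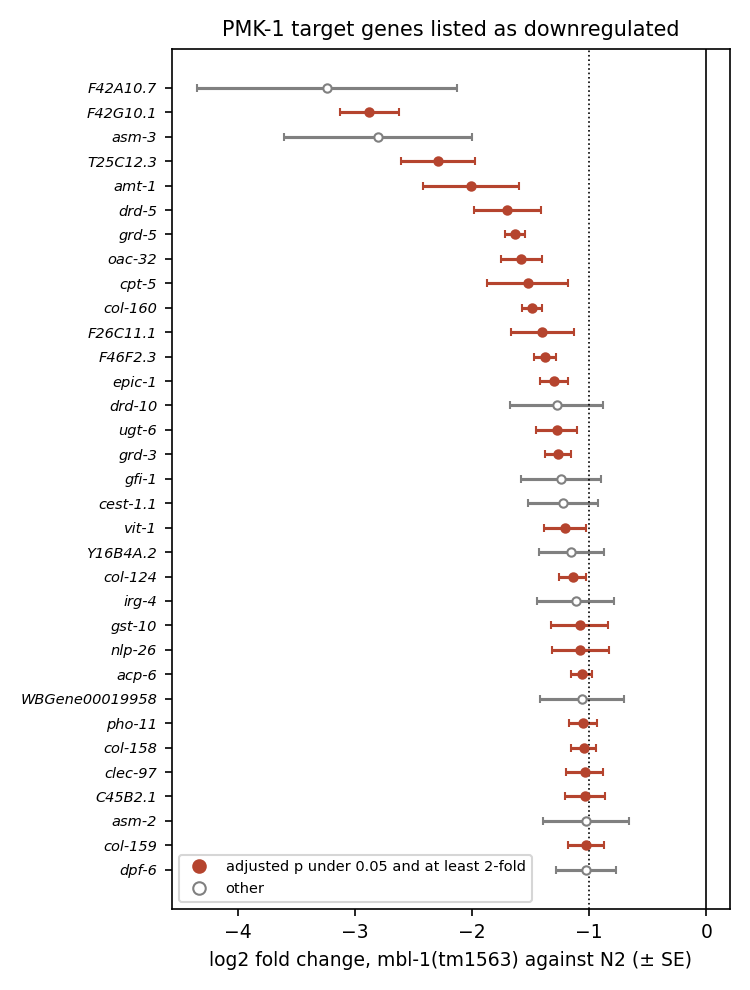
Log2 fold change, mutants against N2, (x axis, ± standard error) of each of the 33 tested PMK-1 target genes (y axis). Filled points are the 23 genes that passed both limits, and the dotted line marks a 2-fold decrease; all 33 lie to its left.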

Due to this enrichment, we focused on the link between p38 MAPK/PMK-1 and MBL-1 to regulate lifespan.

### Loss of MBL-1 does not impair innate immune response

When subjecting up- and downregulated genes to gene ontology (GO) analysis by using the DAVID database (Huang da *et al.* 2009), we found that innate immune response-related GO terms are enriched among genes upregulated in *mbl-1(tm1563)* mutants (Figure 2A). This is interesting since the WormExp analysis indicated that PMK-1, a central factor of innate immunity-regulating p38 MAPK signaling (Kim *et al.* 2002), has reduced activity in *mbl-1(tm1563)* mutants (Figure 1E and Supplementary Table S5). 

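GO annotation was not used here. In its place, 143 tested genes of symbol families linked to defence, such as the C-type lectins (*clec*), lysozymes (*lys*), saposin-like proteins (*spp*) and caenacins (*cnc*), were followed; the families were listed before the counts were opened. Of these, 9 were called higher in *mbl-1(tm1563)* mutants (6.29% of the family members, against 0.697% of all tested genes) and 5 were called lower (3.50%, against 1.14%). Whether called or not, 63 of the 143 had a positive log2 fold change and 80 a negative one, with a median of -0.08. Adjusted over the 143 genes alone, 10 were called higher and 8 lower. The higher genes included *spp-18* (WBGene00005003, chromosome IV from 9593712 to 9594413), which rose from 14.6 ± 1.07 to 31.6 ± 1.10 CPM (SD, n = 3 per strain; standard error of the log2 fold change 0.09, adjusted p = 0.00156 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With fewer counts, *spp-9* and *spp-21* reached 1.81 CPM each in the mutants. Among the lower genes, *clec-1* (WBGene00017772, chromosome V from 5700154 to 5701080) fell from 163 ± 6.52 to 64.2 ± 15.7 CPM, a log2 fold change of -1.34 (standard error 0.16, adjusted p = 0.00510 from the same test), and *cnc-8* had a log2 fold change of -1.02 (standard error 0.13). *clec-48* fell by less than 2-fold and was not called (log2 fold change -0.84, standard error 0.11). The number of higher defence genes was 3 where at least 10 counts were asked for in every library, and the number of lower ones was 1 when libraries were scaled by size alone. With the replicate number as a block, some calls were lost, in genes named after their values were seen. Among the higher genes these were *lys-3*, *clec-233* and *dod-22* (adjusted p = 0.0696, 0.0810 and 0.101 from the same test). Among the lower genes they were *clec-198* and *clec-52* (0.0898 and 0.0600). The other called defence genes stayed under 0.05. Members of these families share sequence, and reads that aligned to several of them were not counted.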

On the other hand, WormBase GO enrichment analysis of 34 PMK-1-regulated genes whose expression is decreased in *mbl-1(tm1563)* mutants (Figure 1E and Supplementary Table S5) reveals that only six genes are associated with innate immunity (Supplementary Table S5). These data indicate that the loss of MBL-1 does not impair the expression of PMK-1-regulated innate immunity genes. Nevertheless, we asked whether the loss of MBL-1 affects pathogen resistance, and for this experiment, we investigated the survival of *mbl-1(tm1563)* mutants on pathogenic *P.* *aeruginosa* (PA14) in a slow-killing assay. 

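Of the 34 PMK-1-regulated genes, 2 belong to the defence symbol families followed here, *irg-4* and *clec-97*; *clec-97* was singled out after its values were seen. *irg-4* (WBGene00008584, chromosome IV from 12435833 to 12438236) had 11.5 ± 5.80 CPM in N2 and 5.32 ± 0.229 in *mbl-1(tm1563)* mutants (SD, n = 3 per strain), a log2 fold change of -1.12 (standard error 0.33) that did not pass (adjusted p = 0.0929 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without N2 replicate 1 its log2 fold change was -0.62. *clec-97* (WBGene00013931, chromosome I from 11152704 to 11154330) fell from 22.0 ± 2.58 to 10.7 ± 2.1 CPM, a log2 fold change of -1.04 (standard error 0.16, adjusted p = 0.0117 from the same test). Collagens (*col*) made up 4 of the 34, and all 4 were called. Which 6 genes the WormBase analysis linked to innate immunity was not analysed here.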

In this assay, we cultured PA14 on normal NGM plates where the killing occurs over the course of several days (Tan *et al.* 1999). *mbl-1(tm1563)* mutants were found to have similar survival on PA14 when compared to N2. This is in contrast to *pmk-1(km25)* mutants, which are extremely susceptible to PA14 (Figure 2B and Supplementary Tables S1 and S2). Furthermore, *mbl-1(tm1563)* mutants show significantly elevated levels of phosphorylated p38 MAPK/PMK-1 upon PA14 infection (Figure 2, C and D and Supplementary Figure S3 and Table S6). The data demonstrate that MBL-1 dysfunction does not impair the ability to mount a p38 MAPK/PMK-1-mediated innate immune response upon infection.

**Figure 2:**
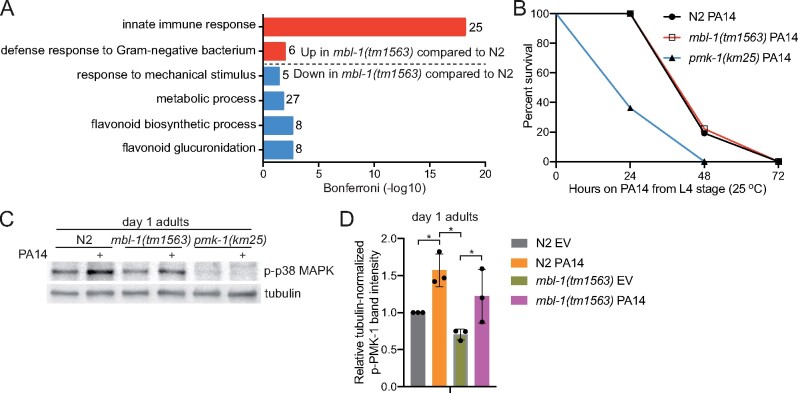
*mbl-1(tm1563)* mutants have innate immunity-associated gene expression signature, but normal response to *P. aeruginosa.* (A) GO terms (biological process) enriched among genes that are up- and downregulated in day 2 adult *mbl-1(tm1563)* mutants compared to N2 in RNA-seq (GSE146801). Numbers next to bars represent number of genes associated with the particular GO term. See Supplementary Table S4 for differentially expressed genes between N2 and *mbl-1(tm1563)* mutants. (B) *mbl-1(tm1563)* mutants have similar survival on pathogenic *P. aeruginosa* (PA14) compared to N2, but enhanced survival compared to *pmk-1(km25)* mutants. See Supplementary Tables S1 and S2 for lifespan statistics. (C) Both N2 and *mbl-1(tm1563)* mutants have significantly elevated level of phosphorylated p38 MAPK upon PA14 infection. Animals were transferred to PA14 at L4 stage and collected 24 h later (day 1 adults). (D) Quantified levels of phosphorylated p38 MAPK upon exposure to PA14. Bars represent the level of tubulin-normalized phosphorylated p38 MAPK relative to N2 EV with error bars indicating mean ± SD of three biological replicates (*P < 0.05, two-way ANOVA with Tukey’s test). See Supplementary Figure S3 for Western blot repeats and Supplementary Table S6 for Western blot quantifications.

### *mbl-1(tm1563)* mutants have reduced level of activated p38 MAPK/PMK-1, which contributes to their short lifespan

Since our RNA-seq data suggested that *mbl-1(tm1563)* mutants exhibit decreased PMK-1 activity (Figure 1E and Supplementary Table S5), we analyzed whether the level of phosphorylated p38 MAPK/PMK-1, which is traditionally used to assess the activity of this kinase, is altered in these mutants. Western blot analysis showed that day 2 old *mbl-1(tm1563)* mutants have a reduced level of phosphorylated PMK-1 (Figure 3, A and B, Supplementary Figures S3 and S4 and Table S6), thus demonstrating that basal p38 MAPK/PMK-1 activity is decreased upon disrupted MBL-1 function. *mbl-1* RNAi does not significantly affect PMK-1 phosphorylation (Figure 3, C and D, Supplementary Figure S3 and Table S6), which could be due to insufficient knockdown efficiency. However, the quantified mean of phosphorylated PMK-1 levels from three independent experiments (Figure 3C) indicates that, in addition to *mbl-1* mutation, *mbl-1* knockdown also modulates PMK-1 phosphorylation.

**Figure 3:**
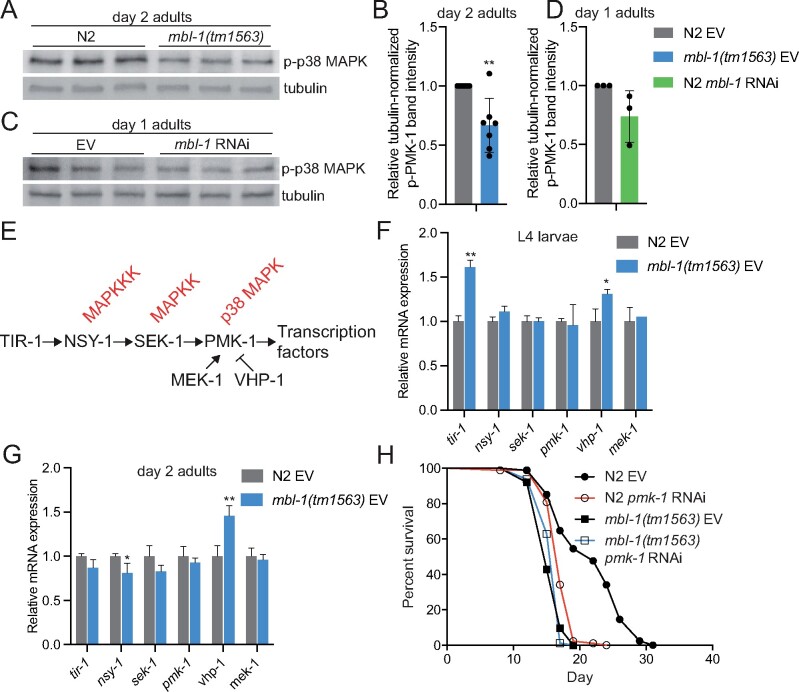
Decreased p38 MAPK/PMK-1 activation at nonpathogenic conditions shortens *mbl-1(tm1563)* mutant lifespan. (A) Day 2 adult *mbl-1(tm1563)* mutants have reduced level of phosphorylated p38 MAPK compared to N2. Shown are technical replicates of one biological replicate. (B) Quantified level of phosphorylated p38 MAPK in day 2 adult N2 and *mbl-1(tm1563)* mutants. (C) *mbl-1* RNAi does not significantly reduce the level of phosphorylated p38 MAPK in day 1 adult N2. (D) Quantified levels of phosphorylated p38 MAPK upon *mbl-1* RNAi in day 1 adult N2. In (B) and (D), bars represent the level of tubulin-normalized phosphorylated p38 MAPK relative to EV-treated N2 with error bars indicating mean ± SD of (B) seven and (D) three biological replicates (**P < 0.01, unpaired Student’s *t*-test). See Supplementary Figures S3 and S4 for Western blot repeats and Supplementary Table S6 for Western blot quantifications. (E) The *C. elegans* p38 MAPK pathway. (F) The expression of p38 MAPK pathway components in L4 larvae N2 and *mbl-1(tm1563)* mutants. (G) The expression of p38 MAPK pathway components in day 2 adult N2 and *mbl-1(tm1563)* mutants. In (F) and (G), bars represent mRNA levels relative to N2 EV with error bars indicating mean ± SD of three biological replicates, each with three technical replicates (*P < 0.05, **P < 0.01, unpaired Student’s *t*-test). See Supplementary Table S8 for raw qRT-PCR data. (H) *pmk-1* RNAi causes reduction in N2 lifespan (*P* < 0.01) but does not affect the lifespan of *mbl-1(tm1563)* mutants (*P* = 0.605). See Supplementary Tables S1 and S2 for lifespan statistics.

To examine whether MBL-1-regulated splicing is implicated in modulating the activity of p38 MAPK/PMK-1, we analyzed our RNA-seq data for alternative splicing (Supplementary Table S7). However, this analysis, or previously published investigation of MBL-1-dependent splicing in L4 larvae (Norris *et al.* 2017), did not reveal any obvious splicing event that could cause the decline in the activity of p38 MAPK/PMK-1 in *mbl-1* mutant animals. In addition to alternative splicing, MBNL1 regulates also mRNA stability (Masuda *et al.* 2012). Therefore, we asked whether mRNA levels of *C. elegans* p38 MAPK pathway (Figure 3E) genes are altered in *mbl-1(tm1563)* mutants. We found that in L4 larvae the expression of *tir-1* is upregulated in *mbl-1(tm1563)* mutants, whereas the expression of *nsy-1*, *sek-1*, and *pmk-1* is unchanged (Figure 3F and Supplementary Table S8). In addition to p38 MAPK pathway genes, we examined the expression of *mek-1* MAPK kinase and *vhp-1* MAPK phosphatase, which both regulate PMK-1 activity (Kim *et al.* 2004). Interestingly, whereas *mek-1* expression is unchanged in *mbl-1(tm1563)* mutants, we found that the expression of *vhp-1* is increased in these animals (Figure 3F and Supplementary Table S8). Additionally, we found that the expression of *nsy-1* and *vhp-1* is decreased and increased, respectively, in day 2 adult *mbl-1(tm1563)* mutants (Figure 3G andSupplementary Table S8). Since VHP-1 negatively regulates p38 MAPK/PMK-1phosphorylation (Kim *et al.* 2004), it is likely that the elevated expression of *vhp-1* contributes to the reduced p38 MAPK/PMK-1 activity in *mbl-1(tm1563)* mutants.

To determine whether the decreased p38 MAPK/PMK-1 activity contributes to the short lifespan of *mbl-1(tm1563)* mutants, we studied how these mutants are affected by the knockdown of *pmk-1.* RNAi of *pmk-1* reduces N2 lifespan but does not affect the lifespan of *mbl-1(tm1563)* mutants (Figure 3H and Supplementary Tables S1 and S2). Next, we tested whether the shortened lifespan upon loss of MBL-1 is affected by the depletion of other components of the p38 MAPK pathway (Figure 3E). We found that RNAi of *tir-1* shortens N2 lifespan but does not affect the lifespan of *mbl-1(tm1563)* mutants (Supplementary Figure S5A and Tables S1 and S2). Furthermore, both *nsy-1(ag3)* and *sek-1(km4)* mutants have shortened lifespans, which are not affected by *mbl-1* RNAi (Supplementary Figure S5B and Tables S1 and S2). These data indicate that the dysfunction of p38 MAPK signaling pathway contributes to the short lifespan of *mbl-1(tm1563)* mutants*.* We also examined how the knockdown of *mek-1* and *vhp-1* affects the lifespan of *mbl-1(tm1563)* mutants. Interestingly, we found that *mek-1* RNAi does not affect N2 lifespan, but further shortens the lifespan of *mbl-1(tm1563)* mutants (Supplementary Figure S5C and Tables S1 and S2). Since MEK-1 is part of the c-Jun N-terminal kinase (JNK)-signaling pathway (Koga *et al.* 2000), it is possible that JNK signaling compensates for the reduced p38 MAPK/PMK-1 activity in *mbl-1(tm1563)* mutants. Since *vhp-1* RNAi perturbs development when initiated at L1 stage, we transferred animals from control RNAi (EV) to *vhp-1* RNAi as day 1 adults. Unlike *mek-1* RNAi, the adult-onset *vhp-1* knockdown shortens both N2 and *mbl-1(tm1563)* mutant lifespan (Supplementary Figure S5D and Tables S1 and S2). Since the loss of VHP-1 activates p38 MAPK/PMK-1 (Kim *et al.* 2004), our data support an earlier findings demonstrating that aberrant p38 MAPK/PMK-1 activation is toxic (Cheesman *et al.* 2016).

### Reduced activity of ATF-7 and SKN-1 transcription factors modulate *mbl-1(tm1563)* mutant lifespan

In mammals, p38 MAPK signaling modulates cellular processes such as inflammation, development, cell differentiation, and senescence by controlling the activity of multiple transcriptional regulators (Zarubin and Han 2005). Therefore, it is likely that reduced activity of p38 MAPK/PMK-1 kinase shortens the lifespan of *mbl-1(tm1563)* mutants by affecting the function of transcription factors. To this end, we investigated how the downregulation of known PMK-1-regulated transcriptional regulators affect the lifespan of *mbl-1(tm1563)* mutants. Knockdown of *atf-7*, which encodes a transcription factor phosphorylated by PMK-1 in innate immune response (Shivers *et al.* 2010), induces larger decrease in N2 lifespan (14%) than in *mbl-1(tm1563)* mutant lifespan (5%) (Figure 4A and Supplementary Tables S1 and S2). This finding is further supported by Cox proportional hazard regression analysis, which shows that *atf-7* RNAi increases hazard ratio (HR) more in N2 background than in *mbl-1(tm1563)* background [HR compared to N2 EV: N2 *atf-7* RNAi 2.290, *mbl-1(tm1563)* EV 3.728, *mbl-1(tm1563) atf-7* RNAi 4.742; HR compared to *mbl-1(tm1563)* EV: *mbl-1(tm1563) atf-7* RNAi 1.272]. Since PMK-1 has been shown to phosphorylate and activate also SKN-1 (Inoue *et al.* 2005), we asked whether the aberrant function of this mammalian Nrf ortholog is linked with the shortened lifespan of *mbl-1(tm1563)* mutants. Similarly to *atf-7* knockdown, *skn-1* RNAi causes 1.8% decrease in *mbl-1(tm1563)* mutant lifespan, whereas it shortens N2 lifespan by 14% [HR compared to N2 EV: N2 *skn-1* RNAi 3.465, *mbl-1(tm1563)* EV 4.857, *mbl-1(tm1563) skn-1* RNAi 6.397; HR compared to *mbl-1(tm1563)* EV: *mbl-1(tm1563) skn-1* RNAi 1.317] (Figure 4B and Supplementary Tables S1 and S2). To study further whether the loss of MBL-1 modulates SKN-1 function, we crossed *mbl-1(tm1563)* mutants with the transcriptional reporter of *gst-4* (*gst-4p::gfp*), which is a well-known target of SKN-1 (Tullet *et al.* 2008). The *mbl-1(tm1563)* mutants were found to have impaired induction of *gst-4p::gfp* expression upon oxidative stress (5% H_2_O_2_ for 20 min, imaging after 5 h recovery) (Figure 4, C and D and Supplementary Table S8). Despite the requirement of MBL-1 on *gst-4* expression upon H_2_O_2_ treatment, MBL-1 expression pattern and level are not affected by oxidative stress (Supplementary Figure S1B). Additionally, our qRT-PCR analysis showed that the expression of *dod-24*, *gst-10*, *C32H11.3*, and *pcp-2*, whose expression is promoted by SKN-1 (Oliveira *et al.* 2009), is reduced in *mbl-1(tm1563)* mutants (Figure 4E), whereas the expression of *B0024.4* and *F23F12.3*, whose expression is negatively regulated by SKN-1 (Oliveira *et al.* 2009), is increased in *mbl-1(tm1563)* mutants (Figure 4F). Together, these data demonstrate that the function of SKN-1 is impaired in *mbl-1(tm1563)* mutants.

**Figure 4:**
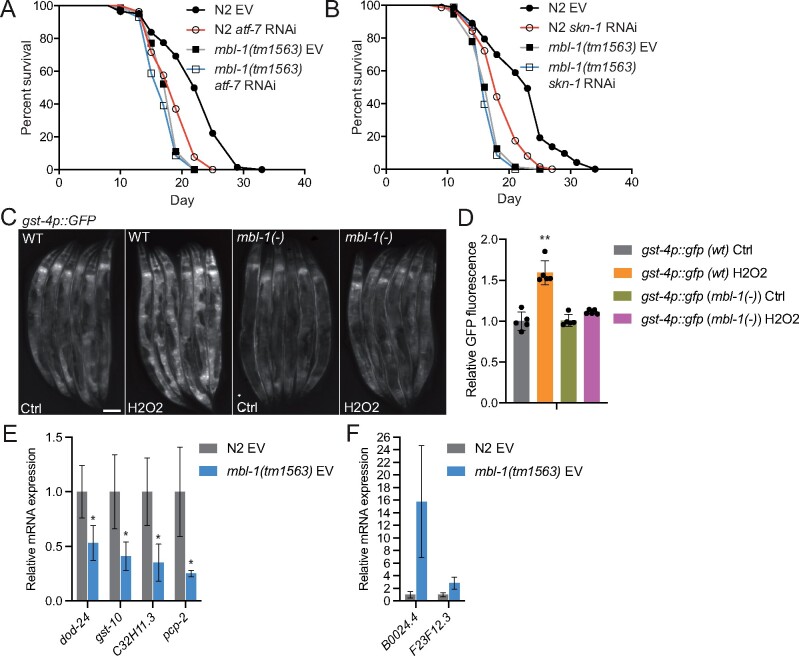
The short lifespan of *mbl-1(tm1563)* mutants is due to the dysfunction of ATF-7 and SKN-1 transcription factors. (A) *atf-7* RNAi shortens both N2 and *mbl-1(tm1563)* mutant lifespan (*P* < 0.01, *P* = 0.0291, respectively). (B) *skn-1* RNAi shortens both N2 and *mbl-1(tm1563)* mutant lifespan (*P* < 0.01, *P* = 0.0151, respectively). See Supplementary Tables S1 and S2 for lifespan statistics. (C) *mbl-1(tm1563)* mutants crossed with the transcriptional *gst-4p::GFP* reporter strain (CL2166) show reduced fluorescence upon acute oxidative stress. Scale bar, 100 μm. (D) Quantification of *gst-4p::GFP* reporter strain fluorescence. Quantification was done in groups of six animals, *n* = 30 animals for each condition. Bars represent GFP fluorescence relative to wild-type (wt) Ctrl with error bars indicating mean ± SD of five replicates (*P < 0.05, one-way ANOVA with Tukey’s test). (E and F) Expression of SKN-1-regulated genes in N2 and *mbl-1(tm1563)* mutants. Animals were grown on EV and collected for qRT-PCR analysis at day 2 adult stage. Bars represent mRNA levels relative to N2 with error bars indicating mean ± SD of three biological replicates, each with three technical replicates (*P < 0.05, unpaired Student’s *t*-test). See Supplementary Table S8 for raw qRT-PCR data.

The expression of *gst-4* is regulated also by DAF-16 (Tullet *et al.* 2008), the sole FOXO ortholog in *C. elegans*. DAF-16 is regulated by insulin/IGF-1-like signaling, which is a well-known pathway affecting aging (Kenyon 2010). In addition to *gst-4*, our RNA-seq revealed that the expression of a subset of DAF-16/FOXO target genes is altered in *mbl-1(tm1563)* mutants (Figure 1, D and E and Supplementary Table S4). 

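In the RNA-seq of day 2 adults, *gst-4* (WBGene00001752, chromosome IV from 10142225 to 10143099) fell from 14.4 ± 1.49 CPM in N2 to 9.03 ± 1.28 in *mbl-1(tm1563)* mutants (SD, n = 3 per strain). Its log2 fold change of -0.67 (standard error 0.14, adjusted p = 0.0346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was past the limit on the adjusted p and less than 2-fold, and its exons overlap those of *dhs-12* by 65 bases. The DAF-16 target *sod-3* (WBGene00004932, chromosome X from 17092753 to 17094306) fell from 1.65 ± 0.569 to 0.520 ± 0.181 CPM, a log2 fold change of -1.63 (standard error 0.38) with an adjusted p of 0.0529 from the same test, which did not pass, and its exons overlap those of *C08A9.3* and *lido-1* by 89 bases in all. *mtl-1* (WBGene00003473, chromosome V from 6691371 to 6691863) fell from 6.04 ± 1.54 to 1.68 ± 0.299 CPM and was called, with a log2 fold change of -1.84 (standard error 0.24, adjusted p = 0.00760 from the same test). *ins-7* (WBGene00002090, chromosome IV from 9682011 to 9682845) rose from 0.456 ± 0.202 to 1.68 ± 0.136 CPM and was called, with a log2 fold change of 1.84 (standard error 0.30, adjusted p = 0.0153 from the same test). It was not called with the replicate number as a block (adjusted p = 0.0513 from the same test, 1.88e-07 to 0.683 over the alternatives), and was called in 2 of the 6 fits that left out one library. Among the listed DAF-16 targets with the smallest p were *T22B7.7*, *col-160* and *C05C8.7* on the downregulated side and *oac-14*, *F53A9.8* and *cpt-4* on the upregulated side. *C05C8.7* had a log2 fold change of -1.07 (standard error 0.09). The mRNA of *daf-16* itself had a log2 fold change of -0.25 (standard error 0.17, adjusted p = 0.394 from the same test) and that of *daf-2* one of -0.42 (standard error 0.23, adjusted p = 0.311 from the same test), neither of which passed. After a correction for gene length, chosen after seeing the data, these log2 fold changes were -0.0784 and -0.0410.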

To further examine this, we analyzed mRNA levels of a few DAF-16 target genes by qRT-PCR in *mbl-1(tm1563)* mutants. We found that the expression of *sod-3* and *mtl-1*, which is promoted by DAF-16 (Murphy *et al.* 2003), is downregulated in *mbl-1(tm1563)* mutants, whereas the expression of *ins-7*, which is suppressed by DAF-16 (Murphy *et al.* 2003), is upregulated upon the loss of MBL-1 (Supplementary Figure S6A). Despite these changes in DAF-16 target gene expression, longevity assays showed that *daf-16* RNAi shortens N2 and *mbl-1(tm1563)* mutant lifespan by 6.8% and 9%, respectively (Supplementary Figure S6B and Tables S1 and S2), consistent with the notion that the loss of MBL-1 shortens lifespan independently of DAF-16. Additionally, RNAi of *daf-2*, which leads to increased longevity in an DAF-16-dependent manner (Kenyon *et al.* 1993), results in a similar increase in both N2 and *mbl-1(tm1563)* mutant lifespan (31.9% and 32.7%, respectively) (Supplementary Figure S6C and Tables S1 and S2). Taken together, these data indicate that loss of MBL-1 leads to shortened lifespan by reducing the activity of p38 MAPK/PMK-1, which in turn decreases the activity of ATF-7 and SKN-1 transcription factors. Furthermore, although the loss of MBL-1 causes differential expression of some DAF-16 target genes, the altered DAF-16 function does not contribute to the short lifespan of *mbl-1(tm1563)* mutants.

### Mitochondrial stress rescues the short lifespan of *mbl-1(tm1563)* mutants

Next, we asked whether targeting known aging mechanisms could modulate p38 MAPK activity, and thereby, rescue the short lifespan of *mbl-1(tm1563)* mutants. Interestingly, it has been shown that inhibition of mitochondrial respiratory chain complex I activates the PMK-1/ATF-7 signaling pathway (Chikka *et al.* 2016). Moreover, mitochondrial chaperone HSP-60 binds and stabilizes SEK-1 MAPK (see Figure 3E for *C. elegans* p38 MAPK pathway), thus promoting PMK-1 activation (Jeong *et al.* 2017). Due to these reports, we asked whether mitochondrial stress could extend *mbl-1(tm1563)* mutant lifespan.

To study a role for mitochondrial stress on the *mbl-1(tm1563)* mutant lifespan, we used RNAi of mitochondrial respiratory chain complex IV subunit *cox-5B* (also known as *cco-1*), which is known to extend lifespan (Dillin *et al.* 2002). As *cox-5B* RNAi also promotes innate immunity (Matilainen *et al.* 2017), we hypothesized that it leads to activation of p38 MAPK/PMK-1 kinase. Strikingly, we found that *cox-5B* RNAi leads to a significantly larger (*P* < 0.01, Cox proportional hazard regression analysis) lifespan extension in *mbl-1(tm1563)* mutants (+31%) compared to N2 animals (+15.3%) [HR compared to N2 EV: N2 *cox-5B* RNAi 0.42, *mbl-1(tm1563)* EV 3.426, *mbl-1(tm1563) cox-5B* RNAi 0.302; HR compared to *mbl-1(tm1563)* EV: *mbl-1(tm1563) cox-5B* RNAi 0.088] (Figure 5A and Supplementary Tables S1 and S2). To test whether *cox-5B* RNAi affects the p38 MAPK pathway, we performed Western blot to analyze p38 MAPK/PMK-1 phosphorylation. We found that *cox-5B* knockdown does not increase the level of phosphorylated p38 MAPK/PMK-1 in L3 larvae (Figure 5, B and C and Supplementary Figure S4 and Table S6). At L4 larval stage, *cox-5B* RNAi increases the level of phosphorylated p38 MAPK/PMK-1 in both N2 and *mbl-1(tm1563)* mutants in all individual experiments (Figure 5B and Supplementary Figure S4 and Table S6), but due to the variation between experiments, the increase is not statistically significant (Figure 5D). Also in day 2 adults, the effect of *cox-5B* RNAi on p38 MAPK/PMK-1 phosphorylation varies between experiments, and the increase in p38 MAPK/PMK-1 phosphorylation is not statistically significant (Figure 5, E and F and Supplementary Figure S4 and Table S6). However, in day 2 adult, *mbl-1(tm1563)* mutants *cox-5B* RNAi increases the level of phosphorylated p38 MAPK/PMK-1 in four out of five independent experiments (Supplementary Figure S4 and Table S6), thus indicating that similar to L4 larvae, *cox-5B* RNAi may modulate the activation p38 MAPK/PMK-1 in day 2 adults. Interestingly, it has been shown previously that RNAi of mitochondrial respiratory chain complex IV subunit *cox-4* (W09C5.8) does not promote the phosphorylation of p38 MAPK/PMK-1 (Chikka *et al.* 2016). Therefore, it is possible that knockdown of some, but not all, complex IV subunits activate p38 MAPK/PMK-1, which could be due to their role in complex IV function. Additionally, RNAi of separate complex IV subunits may lead to different knockdown efficiencies, which may also explain the divergence between our observations and the previously published data (Chikka *et al.* 2016).

**Figure 5:**
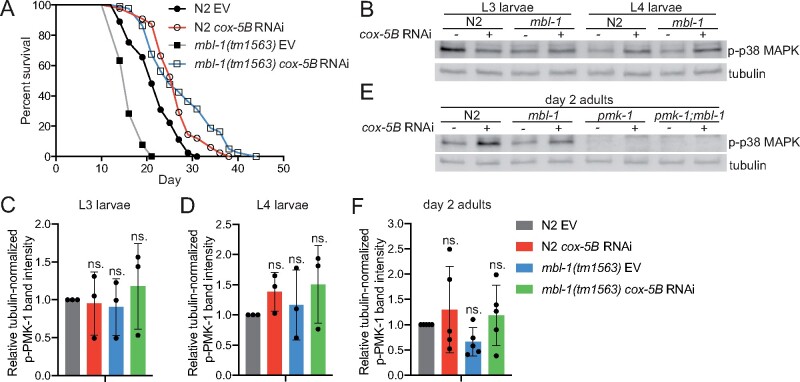
*cox-5B* RNAi-mediated mitochondrial stress modulates the level of phosphorylated p38 MAPK/PMK-1 and leads to increase in *mbl-1(tm1563)* mutant lifespan. (A) *cox-5B* RNAi-treated *mbl-1(tm1563)* mutants have longer lifespan than *cox-5B* RNAi-treated N2 animals (*P* < 0.01). (B) Western blot of phosphorylated p38 MAPK/PMK-1 in L3 and L4 larvae N2 and *mbl-1(tm1563)* mutants upon *cox-5B* RNAi. (C and D) Quantified levels of phosphorylated p38 MAPK upon *cox-5B* RNAi in (C) L3 and (D) L4 larvae N2 and *mbl-1(tm1563)* mutants. (E) Western blot of phosphorylated p38 MAPK/PMK-1 in day 2 adult N2 and *mbl-1(tm1563)* mutants upon *cox-5B* RNAi. (F) Quantified levels of phosphorylated p38 MAPK upon *cox-5B* RNAi in day 2 adult N2 and *mbl-1(tm1563)* mutants. In (C), (D), and (F) bars represent the level of tubulin-normalized phosphorylated p38 MAPK relative to EV-treated N2 with error bars indicating mean ± SD of (C-D) three and (F) five biological replicates (two-way ANOVA with Tukey’s test). See Supplementary Figure S4 for Western blot repeats and Supplementary Table S6 for Western blot quantifications.

Next, we asked how *cox-5B* RNAi-mediated mitochondrial stress affects the expression of PMK-1-regulated genes (Troemel *et al.* 2006; Youngman *et al.* 2011). Importantly, the majority of PMK-1 target genes have decreased expression in *mbl-1(tm1563)* mutants (Figure 6A). Downregulated genes include *C17H12.8* and *K08D8.5* (Figure 6A), which are also regulated by ATF-7 (Shivers *et al.* 2010), providing further evidence for ATF-7 dysfunction in *mbl-1(tm1563)* mutants. Although less efficiently than *mbl-1(tm1563)* mutation, *mbl-1* RNAi also leads to decreased expression of a subset of PMK-1 target genes (Figure 6B). We found that *cox-5B* knockdown increases the expression of *mul-1*, *catp-3*, and *amt-1* in both N2 and *mbl-1(tm1563)* mutants (Figure 6C). To examine whether the upregulation of these genes is dependent on PMK-1, we compared their expression between *mbl-1(tm1563)* mutants and *pmk-1(km25)*; *mbl-1(tm1563)* double mutants. Loss of PMK-1 blunts the *cox-5B* RNAi-mediated induction of these genes (Figure 6D). The data further demonstrate that *cox-5B* knockdown modulates p38 MAPK/PMK-1 activity.

**Figure 6:**
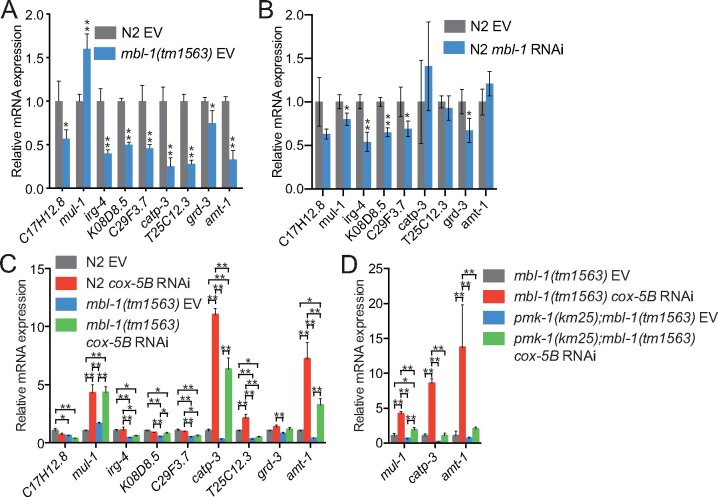
*cox-5B* RNAi-mediated mitochondrial stress modulates the expression of p38 MAPK/PMK-1 target genes. (A) The expression of PMK-1-regulated genes in L4 larvae N2 and *mbl-1(tm1563)* mutants. (B) The expression of PMK-1-regulated genes in *mbl-1* RNAi-treated L4 larvae N2. In (A) and (B), bars represent mRNA levels relative to N2 EV with error bars indicating mean ± SD of three biological replicates, each with three technical replicates (*P < 0.05, **P < 0.01, unpaired Student’s *t*-test). (C) The expression of PMK-1 regulated genes in L4 larvae N2 and *mbl-1(tm1563)* mutants upon *cox-5B* RNAi. The EV bars are from the same experiment presented in (A). (D) The expression of selected PMK-1 targets in L4 larvae *mbl-1(tm1563)* mutants and *pmk-1(km25); mbl-1(tm1563)* double mutants. In (C) and (D), bars represent mRNA levels relative to (C) N2 EV or (D) *mbl-1(tm1563)* EV with error bars indicating mean ± SD of three biological replicates, each with three technical replicates (*P < 0.05, **P < 0.01, two-way ANOVA with Tukey’s test). See Supplementary Table S8 for raw qRT-PCR data.

### *mbl-1(tm1563)* mutants require p38 MAPK/PMK-1 for maximal lifespan extension upon mitochondrial stress

Although mitochondrial stress induces innate immune response (Pellegrino *et al.* 2014; Chikka *et al.* 2016; Jeong *et al.* 2017; Matilainen *et al.* 2017), p38 MAPK/PMK-1 has not been associated with mitochondria-mediated longevity. We asked whether PMK-1 is required for the increased *mbl-1(tm1563)* mutant lifespan upon *cox-5B* RNAi. Although *cox-5B* RNAi extends the lifespan of all tested strains (Figure 7, A and B and Supplementary Tables S1 and S2), *pmk-1(km25)*; *mbl-1(tm1563)* double mutation blocks the maximal lifespan extension observed with *cox-5B* RNAi-treated *mbl-1(tm1563)* mutants (Figure 7, A and B and Supplementary Tables S1 and S2). Importantly, *mbl-1(tm1563)* mutants and *pmk-1(km25)*; *mbl-1(tm1563)* double mutants have similar lifespan on control RNAi (EV) (Figure 7, A and B and Supplementary Tables S1 and S2). In addition to *cox-5B* RNAi, we also investigated whether PMK-1 is required for the lifespan increase of *mbl-1(tm1563)* mutants upon RNAi of mitochondrial respiratory chain complex I subunit *nduf-6*, which has been shown to increase p38 MAPK/PMK-1 phosphorylation (Chikka *et al.* 2016). Although on *nduf-6* RNAi *mbl-1(tm1563)* mutant lifespan is not increased beyond *nduf-6* RNAi-treated N2 animals, *nduf-6* knockdown leads to 30.6% increase in *mbl-1(tm1563)* mutant lifespan [HR compared to *mbl-1(tm1563)* EV: 0.089], whereas N2 lifespan is increased by 15.7% (HR compared to N2 EV: 0.507) (Supplementary Figure S7, A and B and Tables S1 and S2). Furthermore, similar to *cox-5B* RNAi, *pmk-1(km25)*; *mbl-1(tm1563)* double mutation blocks the maximal lifespan extension observed with *nduf-6* RNAi-treated *mbl-1(tm1563)* mutants (Supplementary Figure S7, A and B and Tables S1 and S2). Altogether, these data demonstrate that mitochondrial stress modulates the activity of p38 MAPK/PMK-1, thereby resulting in extended lifespan.

**Figure 7:**
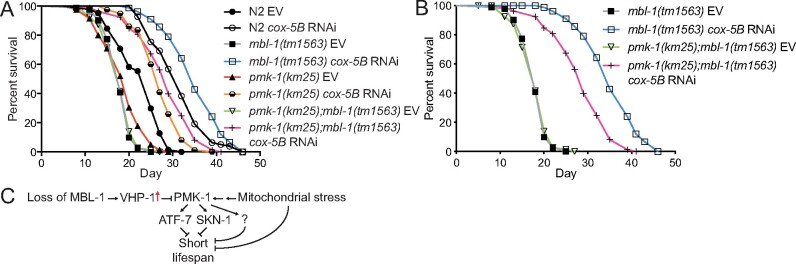
*cox-5B* RNAi-mediated mitochondrial stress results in PMK-1-dependent increase in *mbl-1(tm1563)* mutant lifespan. (A and B) *cox-5B* RNAi-treated *mbl-1(tm1563)* mutants have extended longevity compared to *cox-5B* RNAi-treated N2 (*P* < 0.01), *pmk-1(km25)* (*P* < 0.01) and *pmk-1(km25); mbl-1(tm1563)* (*P* < 0.01) mutants. Panel (B) shows the subset of lifespan curves presented in (A). See Supplementary Tables S1 and S2 for lifespan statistics. (C) Model based on the data presented here.

## Discussion

The data presented here support the hypothesis that loss of MBL-1 disrupts the mechanism maintaining basal p38 MAPK/PMK-1 activity in normal conditions, which leads to reduced activity of transcription factors ATF-7 and SKN-1 and shortened lifespan (Figure 7C). Since the decline in basal p38 MAPK/PMK-1 activity is an aging-associated process (Youngman *et al.* 2011), it can be hypothesized that the aberrant p38 MAPK signaling contributes to the premature aging-phenotype observed with MBNL deficiency in DM1 patients. Although *mbl-1(tm1563)* mutants have a decreased level of activated p38 MAPK/PMK-1 at nonpathogenic conditions, they do not show increased susceptibility to pathogens (Figure 2B and Supplementary Tables S1 and S2). This demonstrates that p38 MAPK/PMK-1 regulates lifespan independently of its role in innate immunity. In this context, chronic stress caused by aging differs from acute stress caused by pathogen infection. Therefore, we propose that moderate reduction in p38 MAPK/PMK-1 activity shortens *mbl-1(tm1563)* mutant lifespan, but it retains sufficient activity to respond to acute pathogenic bacterial stress. On the other hand, upregulation of innate immunity-associated genes in *mbl-1(tm1563)* mutants (Figure 2A) suggests that other pathogen surveillance-mechanisms may compensate the reduced p38 MAPK/PMK-1 activity, thus ensuring the normal survival of *mbl-1(tm1563)* mutants on PA14 (Figure 2B).

Importantly, the role of p38 MAPK/PMK-1 as a regulator of lifespan under nonpathogenic conditions is controversial, as it has been shown that *pmk-1(km25)* mutants have either normal lifespan (Kim *et al.* 2002; Troemel *et al.* 2006; Wu *et al.* 2019) or reduced lifespan (Pujol *et al.* 2008; Park *et al.* 2018; Zhou *et al.* 2019). Since PMK-1 is required for response to biotic stimulus, one possible explanation for differences between laboratories could be due to bacterial growth conditions, which in turn may be affected by brands of peptone and agar used for plate media. In this context, since *C. elegans* lifespan is regulated by their adaptive capacity to different diets (Pang and Curran 2014), lifespan analyses performed on HT115 and OP50 may result in different outcomes. Interestingly, although we found that both *pmk-1(km25)* mutants and *pmk-1* RNAi-treated animals have shortened lifespans, the HR is bigger for *pmk-1* RNAi-treated animals in Figure 3H (HR compared to N2 EV: 5.062) than for *pmk-1(km25)* mutants in Figure 7A (HR compared to N2 EV: 2.406) and in Supplementary Figure S7A (HR compared to N2 EV: 2.769). Although conclusions should not be made by comparing independent lifespan experiments, these data suggest that acute loss of PMK-1 could be more detrimental relative to chronic PMK-1 depletion.

Although demonstrating that the MBL-1 alternative splicing factor is required to maintain the basal p38 MAPK/PMK-1 activity and normal lifespan, this study leaves an open question about the molecular mechanism behind this phenotype. However, our data support that increased *vhp-1* expression (Figure 3, F and G andSupplementary Table S8) contributes to the reduced p38 MAPK/PMK-1 activity in *mbl-1(tm1563)* mutants. Interestingly, in addition to alternative splicing, MBNL also regulates mRNA stability (Masuda *et al.* 2012; Xu *et al.* 2021). Hence, it is possible that MBL-1 affects the activity of p38 MAPK/PMK-1 by promoting *vhp-1* mRNA decay (Figure 7C). Furthermore, p38 MAPK can also be activated by mechanical stimuli (Nguyen *et al.* 2000; Zhang *et al.* 2000; Sawada *et al.* 2001; Wang *et al.* 2005; Lewthwaite *et al.* 2006; Chaudhuri and Smith 2008; Dolinay *et al.* 2008; Hoffman *et al.* 2017). Since *mbl-1* mutants display the improper formation of neuromuscular junction synapses and altered locomotion (Spilker *et al.* 2012), one intriguing hypothesis is that dysfunctional neuromuscular communication and the consequent abnormal muscle function leads to lower level of mechanical stimuli, and thus to decreased basal p38 MAPK/PMK-1 activity. In this context, one interesting experiment would be to address whether electrical stimulation promotes basal p38 MAPK/PMK-1 activity and increases *mbl-1* mutant lifespan.

In addition to the model that MBL-1 promotes normal lifespan by maintaining the basal p38 MAPK/PMK-1 signaling (Figure 7C), our data show that mitochondrial stress promotes the longevity of *mbl-1(tm1563)* mutants in a partially PMK-1-dependent manner (Figure 7, A and B, Supplementary Figure S7, A and B and Tables S1 and S2). Although Western blot and qRT-PCR data (Figure 5, B–F, Supplementary Figure S4, Figure 6, C and D and Supplementary Table S8) indicate that *cox-5B* knockdown modulates the activity of p38 MAPK/PMK-1, it must be taken into account that p38 MAPK can also be activated by acetylation (Pillai *et al.* 2011), raising the possibility that mitochondrial stress promotes p38 MAPK/PMK-1 function through different mechanisms. Importantly, overactive p38 MAPK signaling is toxic and shortens lifespan (Cheesman *et al.* 2016), and therefore, it can be assumed that p38 MAPK signaling is only moderately activated during noninfectious conditions such as mitochondrial stress. Research in mammalian systems has demonstrated that p38 MAPK functions as a signaling hub that converts signals from multiple upstream factors into cellular phenotypes by modulating the function of several downstream effectors (Zarubin and Han 2005). Hence, it is possible that MBL-1 and mitochondrial function are among multiple factors fine-tuning the activity of p38 MAPK signaling, which determine its effect on gene expression, and consequently, on longevity. Since p38 MAPK/PMK-1 is only partially required for the increased *mbl-1(tm1563)* mutant lifespan upon mitochondrial stress (Figure 7, A and B, Supplementary Figure S7, A and B and Tables S1 and S2), there are also other mechanisms involved. Since DM1, which is associated with reduced MBNL1 activity, has been liked with mitochondrial changes (Ono *et al.* 1986; Gramegna *et al.* 2018), and MBNL1 is required for normal mitochondrial function in C2C12 cells (Yokoyama *et al.* 2020), it is likely that the loss of MBL-1 disrupts mitochondrial function [although mitochondrial genes are not enriched among differentially expressed genes in *mbl-1(tm1563)* mutants, Supplementary Table S4]. Therefore, mitochondrial perturbation-activated stress responses may restore the homeostasis in this organelle, thus leading to strikingly increased lifespan.

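A list of 157 tested mitochondrial genes was followed in the RNA-seq of day 2 adults: 12 protein-coding genes of the mitochondrial genome, 66 nuclear genes of the respiratory chain and 79 other nuclear genes, most of them mitochondrial ribosomal proteins. None of the 157 was called, against 227 of the other 12178 tested genes (two-sided Fisher's exact test, p = 0.123); at the share of calls among all tested genes, 2.89 would have been called. At an unadjusted p under 0.05 there were 19, and 1 passed the adjusted limit without reaching 2-fold: *mrps-10*, singled out after its values were seen, with a log2 fold change of 0.55 (standard error 0.09, adjusted p = 0.0172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Log2 fold changes in the list ran from -0.57 to 0.55 with a median of 0.04. The genes of mitochondrial ribosomal proteins were higher as groups: 26 of 29 *mrps* genes (median log2 fold change 0.12) and 30 of 40 *mrpl* genes (median 0.0757), and these medians were above 0 under the 3 other scalings. In limma's camera test with Benjamini-Hochberg adjustment over 112 symbol families (two-sided), the adjusted p was 0.00149 for *mrps* (2.59e-05 to 0.710 over the alternatives) and 0.0145 for *mrpl* (0.000993 to 0.728). Neither passed without mutant replicate 1 (0.0846 and 0.202) or with the correlation between genes estimated in each family (0.710 and 0.728). The *mrpl* family also did not pass without N2 replicate 2 (0.0675) or after the length correction chosen after seeing the data (0.143). In all, 17 families passed, and other splits of the 6 libraries gave up to 18. The mRNAs of *cox-5B* and *nduf-6* had log2 fold changes of -0.06 (standard error 0.06) and -0.05 (standard error 0.07), with adjusted p of 0.590 and 0.702 from edgeR's quasi-likelihood test.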

Taken together, these data elucidate an important mechanism of how the loss of DM1-associated muscleblind splicing factor affects lifespan. In terms of quality of life, it has been proposed that targeting aging may be a more efficient approach compared to targeting individual diseases (Kaeberlein *et al.* 2015). Therefore, since DM1 is a multisystemic disease with similarities to aging (Mateos-Aierdi *et al.* 2015; Meinke *et al.* 2018), this study suggests that targeting the aging process could provide a powerful complementary therapeutic approach for this severe disorder.

## Supplementary Material

iyab114_Supplementary_Data Click here for additional data file.

# Supplementary material for: Loss of muscleblind splicing factor shortens Caenorhabditis elegans lifespan by reducing the activity of p38 MAPK/PMK-1 and transcription factors ATF-7 and Nrf/SKN-1
**Source:** Genetics. 2021 Jul 22;219(2):iyab114. doi: 10.1093/genetics/iyab114
**Supplement:** iyab114_Supplementary_Data

**Supplemental Material legends**

**Fig S1. Overexpression of mCherry-tagged MBL-1**. (A) Screenshot from Ensembl genome browser representing *mbl-1* gene. Red arrows indicate isoforms expressed in *mbl-1* OE lines. Blue arrows indicate location of two promoter regions. (B) Day 1 adult animals expressing *mbl-1p::mbl-1::mCherry* under normal conditions (Ctrl, EV) and after acute oxidative stress (5 % H2O2 for 20 minutes, image taken after five hours recovery on EV). Abbreviations: n, neuron; v, vulva; s, spermatheca; i, intestine. Scale bar, 100 μm.

**Fig S2. MBL-1 activity decreases upon aging.** (A) Screenshot from WormBase presenting *unc-43* and *unc-104* genes. Arrows indicate exons whose exclusion was examined upon aging. (B-C) PCR-mediated splicing assay of *unc-43* and (D-E) *unc-104* genes. (B) and (D) show representative agarose gels and (C) and (E) agarose gel quantifications. In (C) and (E) bars represent the intensity of shorter PCR product (exon excluded) relative to longer PCR product (exon included) with error bars indicating mean ± s.d. of three biological replicates (**p < 0.01, two-way ANOVA with Tukey’s test). See S3 Table for agarose gel quantifications.

**Fig S3. Western blot repeats for figures 2C, 3A and 3C.** See S6 Table for Western blot quantifications.

**Fig S4. Western blot repeats for figures 3A, 5B and 5E.** See S6 Table for Western blot quantifications.

**Fig S5. Lifespan effects upon depletion of p38 MAPK components and key regulators.** (A) *tir-1* RNAi causes reduction in N2 lifespan but does not affect the lifespan of *mbl-1(tm1563)* mutants. (B) *mbl-1* RNAi shortens N2 lifespan but does not affect the short lifespan of *nsy-1(ag3)* and *sek-1(km4)* mutants. (C) *mek-1* RNAi does not affect N2 lifespan but shortens *mbl-1(tm1563)* mutant lifespan. (D) *vhp-1* RNAi initiated at day 1 adult-stage shortens both N2 and *mbl-1(tm1563)* mutant lifespan. See S1-S2 Tables for lifespan statistics.

**Fig S6. Short lifespan of mbl-1(tm1563) mutants is not due to the aberrant function of DAF-16.** (A) Expression of DAF-16 regulated genes in N2 and *mbl-1(tm1563)* mutants. Animals were grown on EV and collected for qRT-PCR analysis at day 2 adult stage. Bars represent mRNA levels relative to N2 with error bars indicating mean ± s.d. of three biological replicates, each with three technical replicates (**p < 0.01, unpaired Student’s *t*-test). See S8 Table for raw qRT-PCR data. (B) *daf-16* RNAi shortens both N2 (p < 0.01) and *mbl-1(tm1563)* mutant (p < 0.01) lifespan. (C) *daf-2* RNAi increases both N2 (p < 0.01) and *mbl-1(tm1563)* mutant (p < 0.01) lifespans. See S1-S2 Tables for lifespan statistics.

**Fig S7. Lifespan effects upon knockdown of mitochondrial electron transport chain subunit *nduf-6*.** (A-B) *nduf-6* RNAi-treated *mbl-1(tm1563)* mutants have extended longevity compared to *nduf-6* RNAi-treated *pmk-1(km25);mbl-1(tm1563)* mutants. (B) shows the sub-set of lifespan curves presented in (A). See S1-S2 Tables for lifespan statistics.

**S1 Table. Summary of *C. elegans* lifespan experiments.** S1 Table can be found from the Supporting information-file.

**S2 Table. Individual replicates of *C. elegans* lifespan experiments.** S2 Table can be found from the Supporting information-file.

**S3 Table. Agarose gel quantifications.**

**S4 Table. List of up- and downregulated genes in day 2 adult *mbl-1(tm1563)* mutants.**

**S5 Table. WormExp output for up- and downregulated genes in day 2 adult *mbl-1(tm1563)* mutants.**

**S6 Table. Western blot quantifications.**

**S7 Table. Alternative splicing analysis of RNA-seq data.**

**S8 Table. Raw qRT-PCR and *gst-4p::gfp* imaging data.**

**S9 Table. Oligonucleotide sequences used for qRT-PCR in this study.** S9 Table can be found from the Supporting information-file.

**S10 Table. Oligonucleotide sequences used for splicing assay in this study.** S10 Table can be found from the Supporting information-file.

# Supplementary material for: Loss of muscleblind splicing factor shortens Caenorhabditis elegans lifespan by reducing the activity of p38 MAPK/PMK-1 and transcription factors ATF-7 and Nrf/SKN-1
**Source:** Genetics. 2021 Jul 22;219(2):iyab114. doi: 10.1093/genetics/iyab114
**Supplement:** iyab114_Supplementary_Data

**Supplemental Table 1**

**S1 Table. Summary of *C. elegans* lifespan experiments.**

§ Compared to N2, OP50 treatment

# Compared to *mbl-1(tm1563)*, EV RNAi treatment

¶ Compared to N2, *cox-5B* RNAi treatment

@ Compared to *mbl-1(tm1563)*, *cox-5B* or *nduf-6* RNAi treatment

* Compared to *pkm-1(km25)*, EV treatment

& Compared to *pkm-1(km25);mbl-1(tm1563)*, EV treatment

< Compared to *nsy-1(ag3)*, EV treatment

> Compared to *sek-1(km4)*, EV treatment

# Supplementary material for: Loss of muscleblind splicing factor shortens Caenorhabditis elegans lifespan by reducing the activity of p38 MAPK/PMK-1 and transcription factors ATF-7 and Nrf/SKN-1
**Source:** Genetics. 2021 Jul 22;219(2):iyab114. doi: 10.1093/genetics/iyab114
**Supplement:** iyab114_Supplementary_Data

**Supplemental Table 2**

**S2 Table. Individual replicates of *C. elegans* lifespan experiments.**

§ Compared to N2, OP50 treatment

# Compared to *mbl-1(tm1563)*, EV RNAi treatment

¶ Compared to N2, *cox-5B* RNAi treatment

@ Compared to *mbl-1(tm1563)*, *cox-5B* RNAi treatment

* Compared to *pkm-1(km25)*, EV treatment

& Compared to *pkm-1(km25);mbl-1(tm1563)*, EV treatment

< Compared to *nsy-1(ag3)*, EV treatment

> Compared to *sek-1(km4)*, EV treatment

# Supplementary material for: Loss of muscleblind splicing factor shortens Caenorhabditis elegans lifespan by reducing the activity of p38 MAPK/PMK-1 and transcription factors ATF-7 and Nrf/SKN-1
**Source:** Genetics. 2021 Jul 22;219(2):iyab114. doi: 10.1093/genetics/iyab114
**Supplement:** iyab114_Supplementary_Data

**Supplemental Table 9**

**S9 Table. Oligonucleotide sequences used for qRT-PCR in this study.**

| Gene | Forward (5’ 🡪 3’) | Reverse (5’ 🡪 3’) |
| --- | --- | --- |
| *cdc-42* | CTGCTGGACAGGAAGATTACG | CTCGGACATTCTCGAATGAAG |
| *pmp-3* | GTTCCCGTGTTCATCACTCAT | ACACCGTCGAGAAGCTGTAGA |
| *tir-1* | TGGAGTCAACCGGTCTCTTC | AGAGCATTGCAACTTCCACG |
| *nsy-1* | CACCAGAGCCAATCGTTTCC | TTGAGCACCACATGAAGCAC |
| *sek-1* | ATGGAGCAATGTTTCGCGAA | GACCGACAGAGCCATTTTCC |
| *pmk-1* | TGGATTGGCACGTCAAACTG | TGCAAGAATACACCCAACTGAC |
| *mek-1* | TTCCTGGTCTAGCATTCATGG | AGGGATTCGGTGAGAGAGGT |
| *vhp-1* | CTTCGATCTCGCCAAACTTC | TGGATGATGCACTTTTTGGA |
| *dod-24* | ATGGGTCAGAATCAGGTGGA | TCAGGCCCATCGTAACTTGT |
| *gst-10* | AAGAGATTGTGCAGACTGGAG | AGAACATGTCGAGGAAGGTTG |
| *C32H11.3* | CTTTCAAATGACGAAGTGGCG | GTCTGAATTAAACTCTGCGGC |
| *pcp-2* | GCTGGACCAATGGACATTTC | CCTTGCTCGTTGTCATTTGTAG |
| *B0024.4* | ATGGTCTCAAACTGAAGGCTC | AGAGAAAATTTCAACGACAGGAAAG |
| *F23F12.3* | CTACTTGCTCTGCCAATACTCC | CGTTCGACATATGAAATTCCCG |
| *C17H12.8* | CACTGTCGATTGCTCACTCC | TGTTGAGCTTGTGAAAGTGGA |
| *mul-1* | GGCTCAAACTACGTTGCTCA | GACGAATCCTTGCATGGTGG |
| *irg-4* | GAACCCATTAGCAATCTACCGT | GTTGAGCTTGTGACAGTGGG |
| *K08D8.5* | TCCGGGAAGTCGAATGAACA | CTGGAATTGAGAAGCCGACG |
| *C29F3.7* | CAAGACTGTGACGGCATTGT | GTTTTAGTGACCCCGCCATC |
| *catp-3* | CGACGTTGGAGTTGCTATGG | GTTCAGGCCACATGTGAGTC |
| *T25C12.3* | ACGCTGCTGATGAGACATCT | AGATCATTTGGCCCGTCTGA |
| *grd-3* | ACATGCCCATCACTCAAGGA | GCCTGAACGATTGGTCCAAG |
| *amt-1* | CGGGTATTGGGCTATCGGAT | CCGGAAACAATAGTAGCGGC |

# Supplementary material for: Loss of muscleblind splicing factor shortens Caenorhabditis elegans lifespan by reducing the activity of p38 MAPK/PMK-1 and transcription factors ATF-7 and Nrf/SKN-1
**Source:** Genetics. 2021 Jul 22;219(2):iyab114. doi: 10.1093/genetics/iyab114
**Supplement:** iyab114_Supplementary_Data

**Supplemental Table 10**

**S10 Table. Oligonucleotide sequences used for splicing assay in this study.**

| Gene | Forward (5’ 🡪 3’) | Reverse (5’ 🡪 3’) |
| --- | --- | --- |
| *unc-43* | GACCACCATCGACAATCAAGG | CAACAACGTCTGAGTCACCC |
| *unc-104* | TGCCACCTGATCTATTGCCA | AACGAATGCTCTTCCAACCA |

How the deposited data were processed for this re-analysis (not part of the article)

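RNA was measured in 6 libraries, 3 of N2 and 3 of *mbl-1(tm1563)* mutants, all from day 2 adults. Which library is which strain and replicate was taken from the sample labels, which match the strains, the stage and the number of replicates in the paper's methods. The authors prepared stranded poly(A) libraries, aligned the reads with STAR to the reference transcriptome of the WBcel235 assembly, counted reads with HTSeq without regard to strand, and deposited the resulting raw counts per gene, one set per library. Reads that aligned to several places, reads that overlapped several genes and reads outside genes were left out of the gene counts by the authors and are given only as totals. Gene symbols, positions, exon lengths and overlaps were taken from annotation release 115 of the same assembly, which held 46364 of the 46726 gene identifiers (99.2%) and gave a symbol for 43623 (93.4%). The protein-coding genes of the mitochondrial genome were taken by their chromosome in the annotation, because their symbols in the list of mitochondrial genes differed from those in the annotation.

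Library totals ranged from 17574738 to 20750318 counts on genes, and 17078 to 17564 genes had at least 1 count. At this depth genes with few counts are measured with wide error, and where all libraries of a strain held at most 3 counts of a gene the fold change is given as a lower bound computed against 3 counts. No 2 libraries differed by as little as sampling noise alone would give (lowest chi-square per degree of freedom 3.59, N2 replicates 1 and 3), so all 6 were used as separate replicates. The TMM factors were 0.985, 0.969 and 0.963 in N2 replicates 1 to 3 and 1.09, 0.972 and 1.03 in mutant replicates 1 to 3.

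Genes were tested in R 4.3.3 with edgeR 4.0.16. Low-count genes were left out with filterByExpr (minimum count 10, minimum total 15), libraries were scaled by TMM, and the quasi-likelihood test was run with robust estimation and the strain as the only factor, over all 6 libraries. Adjusted p-values are Benjamini-Hochberg values over the 12335 genes tested. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold. CPM are counts relative to the TMM-scaled library total. Symbol families, the genes that share a symbol prefix, were tested where at least 10 members were tested, with limma 3.58.1 (camera on voom log2 CPM, correlation between genes fixed at 0.01, two-sided, Benjamini-Hochberg adjustment over the 112 families). Gene lists were taken from Supplementary Tables S4 and S5, and the defence families and mitochondrial genes were listed by hand. The qRT-PCR values of day 2 adults in Supplementary Table S8 were set beside the RNA-seq values of the same 15 genes, with the mean of *cdc-42* and *pmp-3* as reference. Single values were compared between strains with two-sided exact permutation tests, whose smallest possible p is 0.1 with 3 libraries against 3.

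The designs, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined, apart from the alternatives said to be added later. Under the rule, the text names *mbl-1*, every gene for which the paper names an expression change, the 5 genes with the highest and the 5 with the lowest log2 fold change among called genes whose strains did not overlap, and the 3 members with the smallest p in each Table S5 list and each direction of the defence families. Genes outside the rule are said to have been chosen after their values were seen, and the genes named in the observations on families and neighbouring genes are of this kind.

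The same replicate numbers occur in the labels of both strains, which is the only source of the pairing, and the animals of the strains are different. The replicate number as a block was therefore an alternative. The other alternatives were DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, the quasi-likelihood test without robust estimation and in its earlier form, other scalings (RLE, library size alone, upper quartile), other filters on low counts (none, at least 10 counts in all libraries together, at least 1 CPM in 3 libraries, at least 10 counts in every library), no limit on the fold change, a test against a 2-fold change, a limit of 0.01 on the adjusted p, and each library left out in turn. A correction for gene length (each library's lowess trend of log2 CPM, prior count 2, span 0.5, against exon length removed), alone and with the block, and 2 combinations of a test with a filter were added after seeing the data, as were some scalings and omissions of libraries for the symbol families and for the comparison with qRT-PCR.

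The quasi-likelihood test, DESeq2, and the exact and likelihood ratio tests were tried on simulated data. So were the fits with the block and with the length correction, and the family test. The simulated data had the library sizes and means of the real libraries, and 200 genes changed 4-fold (seed 11). Among the genes called in the real libraries the median log2 fold changes were smaller, at 1.46 and -1.34. Recovery of single genes that change by little more than 2-fold was therefore not tested. Of the 195 changed genes that passed the filter among 12189 genes, the quasi-likelihood test called 188 (96.4%) with 2 unchanged genes, DESeq2 184 (94.4%) with 1, the exact test 195 with 6, the likelihood ratio test 194 (99.5%) with 6, the fit with the block 187 (95.9%) with 2, and the fit with the length correction 189 (96.9%) with 2. With a length trend added to the simulated libraries, 189 of 196 changed genes were called among 12225 genes both without and with the correction, with 2 and 3 unchanged genes. The family test called 0 of 112 families when none was shifted, and 1 when the *fbxb* family was. The size of that shift was -0.75 on the log2 scale, the median of this family in the real libraries. Genes were simulated independently of each other. The family test was therefore not tried on families whose genes vary together, and these counts do not show how often it would err there.

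Differential splicing, gene ontology terms and GC content were not analysed here. The experiments on lifespan, imaging and RNAi were not used here.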

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

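Of the tests in this part, those on reads shared between paralogs, on genes alike in length and abundance and on well-measured genes that were not called, and all those on the *mec* genes, were chosen only after the result was seen.

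The *fbxb* family, which encodes F-box B proteins and which the paper does not discuss, was lower in the mutants as a group. Of its 74 tested genes 73 had a negative log2 fold change, and their median was -0.75, against -0.04 over all tested genes. It was singled out because a shift between the strains appeared in genes the paper did not analyse. Relative to the mean of all libraries, the family's median was 0.36, 0.55 and 0.35 on the log2 scale in N2 replicates 1 to 3 and -0.02, -0.30 and -0.18 in mutant replicates 1 to 3, so each mutant library lay below each N2 library. In 40 of the 74 genes the strains did not overlap, against 32.6% of all tested genes, where chance gives 10%. The counts are low: the median CPM was 1.39 in N2 and 0.803 in the mutants, and 5 genes were called, all lower, or 10 with the adjustment over the family alone. The 46 genes on chromosome II made up the larger part, with 11 on chromosome V, 8 on III, 5 on I, 3 on IV and 1 on X.

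The family's adjusted p was 3.56e-09 in camera's test with Benjamini-Hochberg adjustment over 112 families. Over the alternatives it ranged from 3.49e-12 to 0.623. The highest value came from estimating the correlation between the genes of each family in place of the fixed value of 0.01, under which none of the 112 families passed, and 5 had an unadjusted p under 0.05. The median kept its sign under each scaling, at -0.72 with RLE factors, -0.68 with library size alone and -0.75 with the upper quartile, and was -0.71 with the replicate block (adjusted p 9.87e-09 in the same test). With single libraries left out it lay between -0.80 and -0.53.

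Regrouping the libraries could not settle whether the shift is larger than chance gives. Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, 1, the real one, gave a median as far from 0, and the same held among all 10 splits, the other 6 of which part only 1 such pair. The farthest median of another split was 0.48 from 0, against 0.75. A share of 1 in 4 or 1 in 10 cannot fall under 0.05. The number of families past the limit was less specific. The real split gave 17 of 112, and 2 of the 4 splits, or 5 of all 10, gave as many, with up to 18.

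Several technical explanations were weighed. On the scale of log2 CPM without voom weights, the median was -0.69 before and -0.70 after each library's trend with gene length was removed. The correction hardly moved these genes (median exon length 1061 bases, against 1439 over the tested genes), so by itself it says little about a cause linked to length. The 113 other tested genes within the quartiles of the family's exon length and abundance had a median of -0.10. The 360 other tested genes within 50 kb of an *fbxb* gene had a median of -0.0666, so a variant affecting the surrounding regions as a whole is not seen. The 14 *fbxb* genes with an average of at least 1 log2 CPM, none of which was among the 5 called, still had a median of -0.66. The members with the highest CPM hardly moved, however. These were *fbxb-7* (13.2 CPM in N2, log2 fold change -0.14, standard error 0.17) and *fbxb-67* (5.75 CPM, -0.06, standard error 0.15). Low counts are therefore not fully excluded. Reads shared between paralogs remain as well. The share of reads aligned to several places was lower in the mutants by 1.98 percentage points (difference -1.98), which is the opposite of what a loss of *fbxb* reads into that class would give, but the share covers all genes and cannot exclude it for this family. The sequence of the genome was not used here, so GC content was not tested. The pattern therefore cannot be told apart from reads shared between paralogs, nor from a chance difference between 6 libraries, and low counts may contribute. A biological candidate explanation is that *fbxb* mRNAs fall in *mbl-1(tm1563)* mutants, which is a hypothesis found and tested on the same libraries.

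The *mec* genes, which share a symbol prefix and which the paper does not discuss, were also lower as a group, and were singled out for the same reason. All 14 tested genes had a negative log2 fold change, or 13 with library size alone. Their median was -0.63 in the family test. Relative to the mean of all libraries it was 0.33, 0.37 and 0.35 in N2 replicates 1 to 3 and -0.72, -0.25 and -0.36 in mutant replicates 1 to 3. In 4 of the 14 genes the strains did not overlap, no larger a share than the 32.6% among all tested genes, where chance gives 10%. The median CPM was 1.72 in N2 and 0.941 in the mutants. The genes *mec-7* (log2 fold change -2.03), *mec-12* (-1.62) and *mec-17* (-1.85) were called, and are named here after their values were seen. The adjusted p of the family was 0.00152 in camera's test with Benjamini-Hochberg adjustment and ranged from 0.000469 to 0.623 over the alternatives, with the highest value again from the correlation estimated within the family. The median was -0.60 with RLE factors, -0.55 with library size alone, -0.62 with the upper quartile and -0.61 with the replicate block, and lay between -0.71 and -0.44 with single libraries left out.

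Among the 4 splits that part all 3 same-numbered pairs, and among all 10, 1, the real one, gave a *mec* median as far from 0, and the farthest of another split was 0.38 from 0, against 0.63. These shares cannot fall under 0.05. Removing the trend with gene length moved the median from -0.58 to -0.49 on the scale of log2 CPM without voom weights, so a length bias accounts for part of the shift at most. The 177 other tested genes within 50 kb of a *mec* gene had a median of -0.0519, and the 936 other tested genes within the quartiles of the family's exon length and abundance one of -0.18. The 6 *mec* genes with an average of at least 1 log2 CPM had a median of -0.96, but the 3 called genes are among them, and the other 3 had a median of -0.20. The 11 *mec* genes that were not called had a median of -0.52, and most of these have low counts. A shift of the whole family therefore cannot be told apart from 3 called genes together with genes of low counts, whose values have wide error. Reads shared between paralogs were not tested for these genes, and a chance difference between 6 libraries is not excluded either.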

How the results depend on the processing

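No test in this part was chosen only after the result was seen, apart from the alternatives marked as added after seeing the data.

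The numbers of called genes moved with the test, the limits and the libraries used, and their causes were not tested unless a value is given. The quasi-likelihood test gave 86 higher and 141 lower genes. With edgeR's exact test there were 215 lower genes, 31 downregulated PQM-1 targets, 47 downregulated ELT-2 targets and 9 lower defence genes, and with the likelihood ratio test 222, 31, 48 and 9. Both called all 227 genes of the quasi-likelihood test. The counts of higher genes (111 and 115) stayed within 1.5 times. DESeq2 gave 98 higher and 150 lower genes and shared 214 calls. Scaling by library size alone left 15 PMK-1 targets and 1 lower defence gene, and moved the share of higher genes among the calls from 37.9% to 47.5%. Lower defence genes numbered 3 without a filter on low counts and 3 with at least 10 counts in all libraries together, and higher defence genes 3 with at least 10 counts in every library.

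Without a limit on the fold change, 221 genes were higher and 453 lower, with 16 higher and 13 lower defence genes and 1 mitochondrial gene. A test against a 2-fold change left 10 higher and 10 lower genes, 20 genes of Table S4, 3 PMK-1 targets, 4 downregulated and 3 upregulated DAF-16 targets, 1 and 4 PQM-1 targets, 1 and 4 ELT-2 targets, and 2 higher and 0 lower defence genes. *mbl-1* was not called there (log2 fold change -1.14, adjusted p 1, where its alternatives ranged from 0.000149 to 1 in tests adjusted by the Benjamini-Hochberg method). At a limit of 0.01 on the adjusted p, 37 genes were higher and 65 lower, with 99 genes of Table S4, 13 PMK-1 targets, 14 downregulated and 9 upregulated DAF-16 targets, 12 and 14 PQM-1 targets, 15 and 14 ELT-2 targets, and 4 higher and 2 lower defence genes, and *mbl-1* (-1.14) was not called. These limits act on the same estimates, which is why fewer or more genes passed.

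With the replicate block, *mbl-1* had a log2 fold change of -1.17 and was not called, and *vhp-1*, near 0 without the block, had one of -0.00087. The correlation between same-numbered libraries (0.0829, range 0.00812 to 0.130) is small, and the animals behind the replicate numbers are different, so a call lost under the block does not show a weaker effect. The following counts with the block stayed within 1.5 times: 63 higher and 107 lower genes, 23 PMK-1, 24 and 14 DAF-16, 20 and 24 PQM-1 and 29 and 23 ELT-2 targets, and 18 families. Among the called defence genes, *lys-3*, *clec-233*, *dod-22*, *clec-198* and *clec-52* no longer passed the adjusted limit with the block.

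After the length correction, added after seeing the data, *mbl-1* had a log2 fold change of -0.998 and fell short of 2-fold, *atf-7* was at 0.0906 and *unc-43* at 0.20, and with the block *atf-7* was at 0.0864 and *unc-43* at 0.20. Each was on the other side of 0 without the correction, apart from *mbl-1*. The exact test with at least 10 counts in all libraries together, also added after seeing the data, gave 144 higher and 221 lower genes, 46 downregulated ELT-2 targets and 8 lower defence genes, and the likelihood ratio test with that filter gave 163, 241, 47 and 9, with 30 downregulated PQM-1 targets.

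*atf-7* lies close to 0 and also changed sign with DESeq2 (0.00947), RLE factors (0.00944), library size alone (0.0512), no filter (0.0121), at least 10 counts in all libraries together (0.0104), and the exact and likelihood ratio tests with that filter (0.0104 in both). With library size alone *cox-5B* was at 0.0251 and *nduf-6* at 0.0389. None of these genes passed the limit on the adjusted p under any of these settings. The settings moved the tested genes together. Over the 12335 genes the median shift of the log2 fold change was 0.0320 with DESeq2, 0.0322 with RLE factors, 0.0818 with library size alone, 0.0356 with no filter and 0.0343 with at least 10 counts together (0.0343 in both tests with that filter), which is about as far as *atf-7* (-0.0214 in the quasi-likelihood test), *cox-5B* and *nduf-6* moved, so the common shift accounts for these changes of sign. Estimating the correlation within each symbol family left 0 of 112 families, and 5 at an unadjusted p under 0.05.

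Across the 6 fits that each left out one library, higher genes ranged from 33 to 138 and lower genes from 55 to 232, Table S4 genes from 83 to 250, PMK-1 targets from 11 to 24, DAF-16 targets from 12 to 28 (down) and from 6 to 20 (up), PQM-1 targets from 10 to 20 and from 10 to 34, ELT-2 targets from 12 to 34 and from 11 to 37, and defence genes from 4 to 10 (higher) and from 0 to 7 (lower). The log2 fold change of *mbl-1* ranged from -1.39 to -0.89. Genes of the p38 MAPK pathway past the adjusted p ranged from 0 to 1 (0 under every setting that kept all libraries, where 2 had an unadjusted p under 0.05 in the quasi-likelihood test) and symbol families from 15 to 26. No mitochondrial gene was called in any of these fits (19 had an unadjusted p under 0.05 with all libraries). Some genes near 0 changed sign: *pmk-1* ranged from -0.0576 to 0.0899, *vhp-1* from -0.14 to 0.32, *atf-7* from -0.10 to 0.12, *skn-1* from -0.47 to 0.0568, *cox-5B* from -0.0935 to 0.00749, *nduf-6* from -0.0765 to 0.0493, *cdc-42* from -0.16 to 0.0280 and *unc-43* from -0.25 to 0.0221.

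Among single named genes and families, 67 other results fell short of a limit they had passed and 22 passed a limit they had not, and with a library left out these numbers were 39 and 3. The filters of at least 10 counts in every library and at least 1 CPM in 3 libraries removed the gene in 16 cases, among them *sod-3* and *C32H11.3*, so no value exists there, and the depth of the libraries limits what can be said of such genes. The correlation between qRT-PCR and RNA-seq lay between 0.864 and 0.895 with single libraries left out.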

Differences from the paper's values

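For genes higher in mbl-1(tm1563), the paper's number is 135, against 86 here. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with DESeq2 (98), edgeR's exact test (111), its likelihood ratio test (115), RLE factors (90), library size alone (95), no filter on low counts (99), at least 10 counts in all libraries together (96), and without mutant replicate 2 (138). It did not with the test without robust estimation (87) or in its earlier form (84), the upper quartile (85), at least 1 CPM in 3 libraries (78), at least 10 counts in every library (64), no limit on the fold change (221), a test against a 2-fold change (10), a limit of 0.01 on the adjusted p (37), the replicate block (63), or the other 5 fits without one library (33 to 81).

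For genes lower in mbl-1(tm1563), the paper's number is 235, against 141 here. The exact test (215), the likelihood ratio test (222) and the fits without mutant replicate 1 (196) and without mutant replicate 2 (232) came within 1.5 times of it. The other alternatives set before the data were examined did not: DESeq2 gave 150, the tests without robust estimation and in the earlier form 141 each, RLE factors 129, library size alone 105, the upper quartile 141, no filter 130, at least 10 counts together 124, at least 1 CPM in 3 libraries 125, at least 10 counts in every library 118, no limit on the fold change 453, the test against a 2-fold change 10, a limit of 0.01 65, the replicate block 107, and the other 4 fits without one library 55 to 119. The exact and likelihood ratio tests with at least 10 counts in all libraries together, which were chosen after seeing the values, gave 144 and 163 higher genes and 221 and 241 lower genes, each within 1.5 times the paper's, and the length correction, alone and with the replicate block, also chosen after seeing the values, gave 92 and 88 higher genes, of which 92 is within 1.5 times, and 152 and 145 lower genes, neither of which is.

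The paper's Table S5 lists 33 downregulated PQM-1 targets, of which 19 were called. DESeq2 (23), the exact test (31) and the likelihood ratio test (31) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined, which gave 1 to 20, did not. Of the paper's 51 downregulated low-complexity ELT-2 targets 29 were called. DESeq2 (39), the exact test (47), the likelihood ratio test (48) and the fit without mutant replicate 2 (34) came within 1.5 times, and the others gave 1 to 31. Among the alternatives chosen after seeing the values, the exact and likelihood ratio tests with at least 10 counts together came within 1.5 times for both lists (28 and 30 PQM-1 targets, 46 and 47 ELT-2 targets), and the length correction with the replicate block came within 1.5 times for the ELT-2 list (34).

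Some statements about single genes differ. For *sod-3*, *irg-4* and *C32H11.3* the difference lies in the adjusted p and not in the size of the change. The paper lists log2 fold changes of -1.61, -1.10 and -1.52 for them, close to the values here. Over the Table S4 genes that were tested, the log2 fold changes differed from the listed ones by a median of 0.0195 and at most 0.0501. The adjusted p-values that follow are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another test is named. A sentence of the paper on its RNA-seq names *gst-4* beside DAF-16 targets with altered expression. Here its log2 fold change of -0.67 had an adjusted p of 0.0346 and was less than 2-fold, it is absent from the paper's Table S4, and it was called only without a limit on the fold change. The paper lists *sod-3* as downregulated. Here its log2 fold change was -1.63 with an adjusted p of 0.0529, which ranged from 0.00109 to 1 over the alternatives. It was called by DESeq2 (0.0125), the exact test (0.00148), the likelihood ratio test (0.00109), with no filter (0.0372), without N2 replicate 2 (0.0331) and without mutant replicate 1 (0.0191), and, among the alternatives chosen after seeing the values, after the length correction without (0.0298) and with the block (0.0312) and by both tests with at least 10 counts together. The paper's Table S4 lists *irg-4* as downregulated. Here its log2 fold change was -1.12 with an adjusted p of 0.0929 (0.00919 to 1 over the alternatives). It was called by DESeq2 (0.00919), the exact test (0.0111) and the likelihood ratio test (0.0103), and, among those chosen after seeing the values, after the length correction with the block (0.0495) and by the exact (0.0155) and likelihood ratio tests (0.0169) with at least 10 counts together.

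The paper shows *dod-24* as lower in mutants by qRT-PCR, where its log2 fold change was -1.08 from values of 3 N2 and 2 mutant replicates. In the RNA-seq its log2 fold change was 0.55 with an adjusted p of 0.143 (0.0638 to 1 over the alternatives) from the same quasi-likelihood test with the same adjustment. The paper lists *C32H11.3* as downregulated, where its log2 fold change here was -1.55 with an adjusted p of 0.109 (0.0184 to 1 over the alternatives). It was called by the exact test (0.0222) and the likelihood ratio test (0.0184), and by the same tests with at least 10 counts together (0.0488 and 0.0304), which were chosen after seeing the values.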

Other observations

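The tests on mutant replicate 1, on chromosome X, on neighbouring genes and on the average abundance in Table S4 were chosen only after the result was seen.

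The split of the 6 libraries into strains gave more called genes than the other splits did. It gave 227 calls, and 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many. The same was true among all 10 splits, the other 6 of which part only 1 such pair, and each of the 9 other splits gave 0 calls. At an unadjusted p under 0.05 the real split gave 2946 genes and the other splits 68 to 697. For the PMK-1 targets (23 called), the DAF-16 targets (44), the PQM-1 targets (48), the ELT-2 targets (63) and the defence families (14) the count was also 1 of 4, and the other splits gave 0. Since the Table S5 lists come from calls on these libraries, their counts show no stability, and a share of 1 in 4 cannot fall under 0.05. For the mitochondrial genes and the p38 MAPK genes, 4 of 4 splits gave as many, because the real count was 0 in both and no split can give fewer. At an unadjusted p under 0.05 there were 19 mitochondrial genes and 2 p38 MAPK genes.

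Mutant replicate 1 stood apart from the other mutant libraries along gene length. The log2 ratio of its expression to that of the other 2 mutant libraries fell with exon length across the tested genes (Spearman correlation -0.444), whereas its total count differed from their mean by a factor of only 1.02. Relative to the mean of all libraries, the longest genes (at least 2421 bases) had a median of -0.30 in that library and the shortest (up to 836 bases) one of 0.15. The correlation of this deviation with length was 0.123, 0.204 and 0.259 in N2 replicates 1 to 3 and -0.441, 0.281 and -0.131 in mutant replicates 1 to 3, so the mutant libraries differ among themselves by more than the N2 libraries do. A length bias between libraries, which RNA degradation or library preparation might produce, is a candidate explanation, and differences in library size are not seen. No biological explanation for a single replicate was tested. After each library's trend with length was removed, 217 of the 227 genes (95.6%) were called again and 27 others were called. Among the genes that were not called again are *mbl-1* (log2 fold change -0.998) and *nid-1* (-0.76). Without mutant replicate 1, 183 of the 227 genes were called, and 94 others.

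The libraries also differed between strains in what they held. The share of reads aligned to several places was 9.81% ± 0.0650 in N2 and 7.83% ± 0.420 in the mutants (SD, n = 3 per strain, two-sided exact permutation test, p = 0.1, the smallest possible). The 10 genes with most counts took 10.0% ± 0.192 of the counts in N2 and 7.65% ± 0.875 in the mutants (same exact test, p = 0.1), while the totals on genes did not separate the strains (same exact test, p = 0.4). The first principal component held 51.5% of the variance and the second 23.3%.

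Neighbouring genes tended to change together. Among pairs of called genes that are next to each other among the tested genes, 15 changed in the same direction and 5 in opposite directions. When the calls were placed at random among the tested genes 10000 times, the median was 2 same-direction pairs and the highest number 9 (one-sided permutation test, p = 1e-04, the smallest that 10000 draws can give). Of the 15 pairs 6.67% (1 pair, *col-159* and *col-160*) overlap in the annotation, so reads counted for overlapping genes account for little of it. Examples, chosen after their values were seen, are *pud-3* and *pud-4* on chromosome V (log2 fold changes -2.98 and -2.67), *tsp-2* and *tsp-1* on III (2.39 and 1.89), *T26H5.10*, *T26H5.9*, *T26H5.4* and *T26H5.14* on V (2.41, 2.34, 1.83 and 1.30), and *F19C6.4* and *F42G10.1* on X (-1.86 and -2.88). Of the 15 pairs 5 share a symbol prefix and 3 others a clone name, as members of one gene family may. As many as the other 7 pairs were rare in random placements (median 2, highest 9, one-sided permutation test, p = 0.0029), so such copies do not account for the whole pattern as far as names show. Genes alike in sequence under different names were not looked for, so for single pairs shared reads cannot be excluded. A candidate biological explanation, not tested here, is shared regulation of adjacent genes.

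On chromosome X, which carries *mbl-1*, 29 of 1775 tested genes were called lower, against 112 of 10560 elsewhere (1.63% against 1.06%, two-sided Fisher's exact test, p = 0.0401, adjusted p = 0.0803 over 2 tests by the Benjamini-Hochberg method), and 8 against 78 were called higher (p = 0.217). The excess therefore did not pass the adjustment. A variant of the strain linked to *mbl-1* could change nearby genes, but 3 of 232 genes within 2 Mb of *mbl-1* were called, against 33 of 1542 on the rest of X (two-sided Fisher's exact test, p = 0.615), so no excess near the locus is seen.

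Of the 112 symbol families, 17 passed in camera's test with Benjamini-Hochberg adjustment, 11 lower and 6 higher. Apart from *fbxb* and *mec*, the median log2 fold change was below 0 in *pgp* (-0.49), *sdz* (-0.48), *ptr* (-0.46), *nspc* (-0.38), *pqn* (-0.32), *ugt* (-0.32), *vha* (-0.23), *unc* (-0.22) and *col* (-0.18), and above 0 in *nspg* (0.39, 10 of 10 genes higher), *clc* (0.27), *bath* (0.15), *mrps* (0.12), *fbxa* (0.11) and *mrpl* (0.0757), and the sign of each held under all 3 other scalings. With the correlation estimated in each family, none of the 17 passed (adjusted p 0.623 to 0.767 in the same test), and other splits of the libraries gave up to 18 families, so the number of families does not stand apart from chance. That number does not settle single families, of which *fbxb* and *mec* had their farthest median in the real split. After the length correction *pgp* (-0.27), *unc* (-0.0896), *bath* (0.13), *fbxa* (0.10) and *mrpl* (0.0471) no longer passed. Of the 51 *ugt* genes 7 were called lower and 1 higher. Genes called higher were a larger share of the defence families than of the other tested genes (two-sided Fisher's exact test, p = 6.33e-07, adjusted 1.14e-05 over 18 tests by the Benjamini-Hochberg method), whose share of genes called lower did not pass after adjustment (p = 0.0241, adjusted 0.0867). The same test gave an adjusted p of 1.5e-05 for *ugt*, 0.00291 for *mec* and 0.00700 for *fbxb* genes called lower, but these sets were picked for their shift in the same libraries, so the values show no more than that shift. Members of a family are not independent, which the test does not take into account. The number of defence genes called was 9 higher and 5 lower. The 143 tested defence genes were not higher as a whole. Of these, 63 had a positive and 80 a negative log2 fold change, and their median was -0.08, against -0.04 over all tested genes.

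The average abundance that the paper's Table S4 lists lies above all 6 of the library values it lists for 24 of its 370 genes, 21 of them lower and 3 higher in the mutants. The excess was largest for *K10G4.5*, chosen after its values were seen, whose listed average is 0.58 on the log2 scale (the paper's value), against -1.27 in its highest library (the paper's value), an excess of 1.84. A fit to the 6 libraries gave 0 such genes. A candidate explanation is that the authors' fit included libraries beyond these 6, which was not tested further. No biological explanation was tested.

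The paper's qRT-PCR of day 2 adults, from its Table S8, and the RNA-seq can be compared in 15 genes. Their log2 fold changes correlated across genes with Pearson's r of 0.888 (two-sided permutation test with 100000 resamples, p = 3e-05, adjusted 6e-05 over 2 relations by the Benjamini-Hochberg method) and Spearman's rho of 0.846 (p = 0.00018), and 13 of 15 had the same sign. Genes are not independent replicates. In addition, *gst-10*, *C32H11.3*, *pcp-2*, *B0024.4*, *F23F12.3*, *sod-3*, *mtl-1* and *ins-7* are in the paper's Table S4, which was drawn from these libraries. If genes were measured because the RNA-seq showed them changed, a correlation is likely beforehand. The p-values over the 15 genes therefore do not show independent agreement. Without the 2 genes farthest from the median, *B0024.4* and *ins-7*, r was 0.821 (p = 0.00075) and rho 0.764. In the 6 p38 MAPK genes r was 0.737 (exact permutation test, p = 0.0347) and rho 0.886 (p = 0.0333). The genes that differed in sign were *pmk-1* (0.01 in the RNA-seq, -0.105 in the paper's qRT-PCR) and *dod-24*, whose qRT-PCR value rests on 2 mutant replicates. The paper's qRT-PCR of *vhp-1* gave 0.55, against 0.05 in the RNA-seq. The RNA-seq value of *vhp-1* was 0.18 after the length correction and lay between -0.14 and 0.32 with single libraries left out. None of the p38 MAPK genes passed the limit on the adjusted p, 2 (*tir-1* and *nsy-1*) had an unadjusted p under 0.05, and they had log2 fold changes of -0.42 for *tir-1*, -0.47 for *nsy-1*, -0.22 for *sek-1* and -0.22 for *mek-1*. The exons of *tir-1* and *nsy-1* are long (6061 and 5061 bases), and after the length correction, chosen after seeing the data, these values were -0.0967, -0.21, -0.16 and -0.19. Among the genes that the paper measured by qRT-PCR in day 2 adults, *pcp-2* (-1.21), *B0024.4* (1.88) and *F23F12.3* (1.64) were called.

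In L4 larvae, a stage whose RNA-seq was not analysed here, the paper's qRT-PCR followed 9 PMK-1-regulated genes (Fig. 6A, Table S8). In the RNA-seq of day 2 adults *catp-3* (log2 fold change -1.40) was called lower, as were *T25C12.3*, *amt-1* and *grd-3*, and *irg-4* was lower without passing. *C29F3.7* fell by less than 2-fold (-0.74, standard error 0.12, adjusted p 0.0153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 5.74e-06 to 1 over the alternatives). *K08D8.5* had a log2 fold change of -0.34 (standard error 0.13, adjusted p 0.179 from the same test, 0.103 to 1 over the alternatives). The other two genes had the opposite sign to the paper's L4 values. *C17H12.8* went from 38.4 ± 14.6 CPM in N2 to 63.6 ± 1.60 in the mutants (SD, n = 3 per strain), a log2 fold change of 0.73 (standard error 0.24, adjusted p 0.124 from the same test, 0.0211 to 1 over the alternatives), against the paper's -0.80 in L4 larvae, and among the alternatives it was called only without N2 replicate 2 (1.05, adjusted p 0.0376). *mul-1* had a log2 fold change of -0.79 (standard error 0.42, adjusted p 0.292 from the same test, 0.102 to 1 over the alternatives), against the paper's 0.67. Whether the stages differ was not tested. *unc-104*, which the paper names for its splicing, had a log2 fold change of -0.92 (standard error 0.13, adjusted p 0.00951 from the same test). After the length correction its log2 fold change was -0.61 (adjusted p 0.0392). It was past the limit on the adjusted p and less than 2-fold, and so was not called.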
